# A genome-wide assessment of the ancestral neural crest gene regulatory network

**DOI:** 10.1038/s41467-019-12687-4

**Published:** 2019-10-16

**Authors:** Dorit Hockman, Vanessa Chong-Morrison, Stephen A. Green, Daria Gavriouchkina, Ivan Candido-Ferreira, Irving T. C. Ling, Ruth M. Williams, Chris T. Amemiya, Jeramiah J. Smith, Marianne E. Bronner, Tatjana Sauka-Spengler

**Keywords:** Evolutionary developmental biology, Epigenomics, Transcriptomics, Regulatory networks

## Abstract

The neural crest (NC) is an embryonic cell population that contributes to key vertebrate-specific features including the craniofacial skeleton and peripheral nervous system. Here we examine the transcriptional and epigenomic profiles of NC cells in the sea lamprey, in order to gain insight into the ancestral state of the NC gene regulatory network (GRN). Transcriptome analyses identify clusters of co-regulated genes during NC specification and migration that show high conservation across vertebrates but also identify transcription factors (TFs) and cell-adhesion molecules not previously implicated in NC migration. ATAC-seq analysis uncovers an ensemble of *cis*-regulatory elements, including enhancers of *Tfap2B, SoxE1* and *Hox-α*2 validated in the embryo. Cross-species deployment of lamprey elements identifies the deep conservation of lamprey *SoxE1* enhancer activity, mediating homologous expression in jawed vertebrates. Our data provide insight into the core GRN elements conserved to the base of the vertebrates and expose others that are unique to lampreys.

## Abstract (web summary)

An understanding of the ancestral state of the neural crest (NC) gene regulatory network (GRN) gives insight into vertebrate evolution. Here, the authors use transcriptomic and chromatin accessibility analyses of the lamprey NC, as well as cross-species enhancer assays, to identify GRN elements conserved throughout vertebrates.

## Introduction

The neural crest (NC) is a migratory embryonic cell population that is unique to vertebrates. NC cells form in association with the developing central nervous system, which they delaminate from after undergoing an epithelial-to-mesenchymal transition (EMT). They subsequently migrate throughout the body to give rise to a plethora of derivative cell types^1^. The advent of the NC with its contributions to numerous tissues and organs is thought to have played an essential role in the diversification of vertebrates^2, 3^. Elucidating how the genetic signals involved in NC specification were modified over the course of vertebrate evolution is key to understanding how this diverse assemblage evolved and expanded^4^. This requires a detailed picture of how the NC GRN functioned in the vertebrate ancestor. To this end, the sea lamprey, a basal vertebrate, serves as a good model. Morphologically, these animals are considered living fossils with a body-plan that has remained consistent over at least the last 400 million years^5^.

The current view of the NC GRN has been compiled from data generated in jawed vertebrates^6^. By taking a candidate gene approach to compare lamprey and gnathostome TFs and signalling molecules, we previously showed that many key NC genes were conserved in expression and function between lamprey and jawed vertebrates^7^. These results suggested that the basic NC GRN was already present at the base of vertebrates, although some key regulators were missing from the lamprey NC specifier module^7^.

Recently, our understanding of the NC GRN in gnathostomes has been increased with the advent of next-generation sequencing techniques including RNA-seq, ChIP-seq and ATAC-seq^8–12^. Progress in reconstructing the NC GRN of jawless vertebrates, however, has been limited owing to incomplete genomic information. Recently, a germline genome assembly for the sea lamprey, that unlike previous assemblies^13^ is not affected by DNA-elimination^14^ and has an increased contiguity to near chromosome-scale resolution^15^, has made it possible to interrogate the regulatory genome of this basal vertebrate with increased confidence.

Here, we explore the dynamics of gene expression and chromatin accessibility during cranial NC specification and migration in the sea lamprey. By comparing our genome-wide representation of the active lamprey NC transcriptome to that of jawed vertebrates, our analyses highlight the components of the NC GRN that are conserved and likely to be essential for NC specification. We analyse the chromatin accessibility in the NC cells of two lamprey species, and find that cross-species mapping highlights putative *cis*-regulatory elements. Importantly, we identify enhancer elements that drive expression in the lamprey NC, and provide evidence that regulation of a *SoxE* family gene is conserved between jawless and jawed vertebrates. By adapting high-throughput tools to the lamprey, our data provide insight into the ancestral state of the NC GRN.

## Results

### Dynamics of the developing NC transcriptome

We obtained cranial NC RNA-seq data by dissecting the dorsal neural tube (DNT) including premigratory, early-delaminating and/or late-delaminating NC cells at Tahara (T) stage^16^ T18, T20 and T21 (Fig. 1a), respectively. 

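The DNT RNA-seq data comprise 8 libraries, with 3 at T18, 2 at T20 and 3 at T21. Each was prepared from 30 embryos at T18 and from 35 at T20 and T21. For every locus of their consensus transcriptome, the authors deposited raw counts of fragments with both ends mapped on the strand of the locus. Reads mapping to several places were counted, so similar copies of a gene can share counts. The authors also deposited these counts divided by the DESeq2 size factor of each library. Normalised counts are given as the mean of these values and their SD over the libraries of a stage. Between 12172421 and 91015285 fragments were counted per library, a 7.48-fold range, and the T20 libraries had 15677501 and 13690592. Differential expression was tested on the counts of all 8 libraries with stage as the only term, after TMM normalisation and edgeR's filter on low counts, which left 25317 loci. Where every library of a stage had 3 counts or fewer, only the smallest fold change that those counts allow is given. This rule was applied to the full set of 8 libraries. With a library left out, the fitted value is given even where the libraries left had such counts. It then shows a direction but no size. Names were tied to loci through Supplementary Data 1, 2 and 4. The copy of Supplementary Data 1 at hand holds 1780 of the 5400 loci the paper lists as enriched and 1852 of the 3706 it lists as depleted. Positions refer to the sea lamprey germline genome assembly and are numbered from 1.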

In sea lamprey embryos, NC cells reside within the neural folds, which converge at T18 to form a neural rod and fuse at T20, when the first signs of NC migration have been reported^16,17^.

**Fig. 1:**
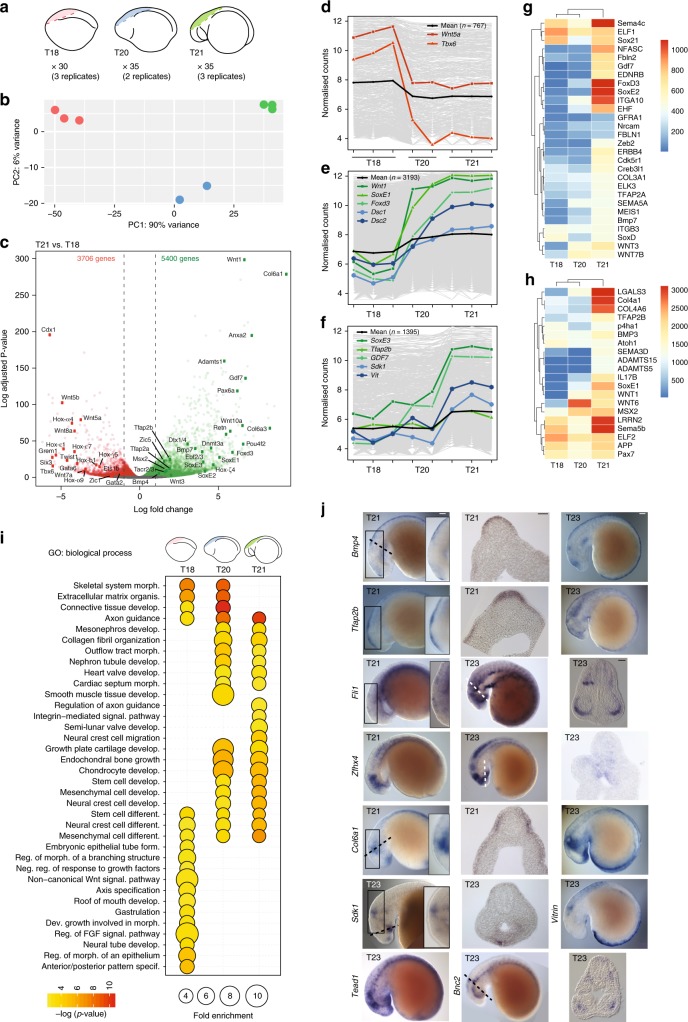
Dynamics of the developing NC gene expression profile. **a** Schematic depicting the region dissected from T18, T20 and T21 lamprey embryos for DNT RNA-seq and the number of biologically independent samples analysed. **b** PCA of rlog-transformed gene expression count tables for 56,319 genes with non-zero read counts. PC1, which accounts for 90% of the variance is stage dependent (colours indicate stage as in **a**. **c** Volcano plot of differential expression analysis between T21 and T18 (*p* value < 0.05; green, enriched; red depleted at T21). Coloured dots and labels indicate genes previously known to be enriched or depleted in the developing NC. Dashed line indicates logFoldChange = 1/−1. **d**–**f** Clusters of highly correlated genes (grey lines) identified by WGCNA (**d**, downregulated after T18; **e**, upregulated at T20; **f**, upregulated at T21; black line is the mean profile), showing specific genes that are known to be downregulated (red) or upregulated (green) in the NC, as well as upregulated genes that have not been previously implicated in NC development (blue). **g**–**h** Heatmaps of the average variance stabilised normalised gene counts for selected genes from WGCNA clusters 2 and 3, showing increased expression at T21. Low-level (**g**) and high-level (**h**) expressing genes are shown. **i** Bubble plots summarising enrichment and *p* values for the most significant GO biological process terms associated with enriched genes at T18 relative to T21 and at T20 and T21 relative to T18 (only terms enriched more than three-fold are shown). **j** Whole-mount in situ hybridisation for the indicated genes at T21 and T23 (expression patterns observed in at least 3 embryos). Insets are magnifications of boxed regions. Dashed lines indicate approximate plane of sections in the adjacent panel. Scale bars in row 1 and row 3 are the same for images at equivalent stages. Scale bars for wholemount embryo images: 100 μm. Scale bars for sections: 50 μm

Reads were mapped to the sea lamprey germline genome assembly. A consensus transcriptome consisting of 120,207 transcripts at 72,171 genetic loci was assembled de novo from the mapped DNT data sets, combined with mapped RNA-seq data sets from whole heads and whole embryos at T20. 

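The transcripts have a median length of 1344 bases, and 69117 of them (57.5%) have more than 1 exon. A single transcript was assembled at 56616 loci. No strand is given for 40780 loci, whose median exonic length is 507 bases against 2180 for loci with a strand. These loci carry 1.34% of all counts, and 28.3% of them have no count in any DNT library, against 5.81% of loci with a strand. In all, 58793 loci have at least 1 count in the 8 libraries, and the normalised table holds the 56319 loci with a total of at least 2 counts.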

67,736 of the transcripts did not overlap with any annotated genes and thus represent candidate novel transcripts or transcribed transposable elements. The latter were not integrated in the current conservative gene model annotation that excluded repetitive elements^15^. Principal component analysis (PCA) of DNT count data showed clear separation along principal component 1 (PC1), which accounted for 90% of the variance, reflecting the developmental stage of the tissue (Fig. 1b). 

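The PCA used rlog values of the 500 most variable loci. PC1 accounted for 87.8% of the variance and PC2 for 7.80%. Mean scores on PC1 were -42.8 ± 3.77 (SD, n = 3) at T18, 5.74 ± 7.96 (n = 2) at T20 and 39.0 ± 1.70 (n = 3) at T21, so that the stages lay apart by more than their replicate spread. The T20 libraries had PC1 scores of 0.113 and 11.4. On PC2, T20 had a mean score of -18.3 ± 1.51, apart from both T18 (4.97 ± 1.43) and T21 (7.24 ± 0.575). The choice of loci moved the share of PC1 most, to 51.7% with all 58793 loci that had a count. From the separation along PC1, the paper concludes that this component reflects the developmental stage of the tissue.

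**Figure D1:**
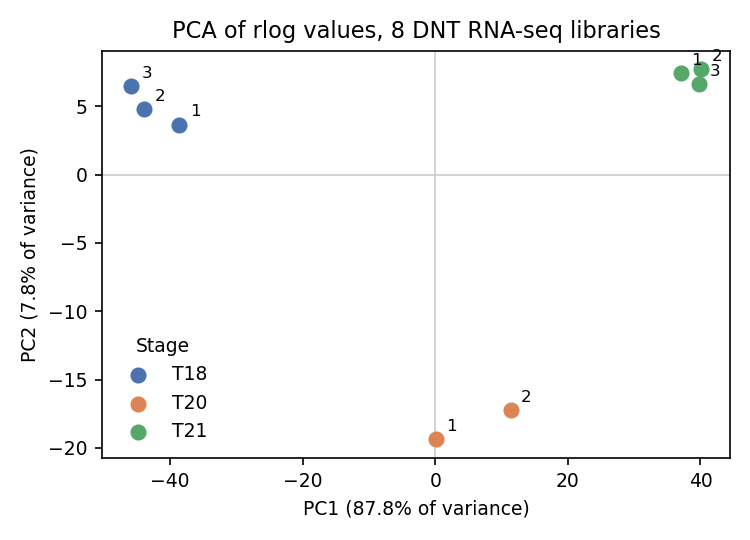
Scores of the 8 DNT RNA-seq libraries on PC1 (horizontal axis) and PC2 (vertical axis) of rlog values, coloured by stage and numbered by replicate. The T20 libraries, at PC1 scores of 0.113 and 11.4, lie between those of T18 and T21.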

PCA and regression analysis confirmed that the replicate data sets at each stage were highly correlated, demonstrating high reproducibility (Supplementary Fig. 1). 

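Pearson's r between libraries was computed across loci on log2(normalised count + 1), with loci that are not independent replicates. The 7 pairs of libraries from one stage averaged 0.952, with a range of 0.927 to 0.969. The lowest value belonged to the T20 pair. The 21 pairs from different stages averaged 0.923 and ranged from 0.905 to 0.944, so the T20 pair lay within their range. Among the 15603 loci with at least 10 counts in every library, the averages were 0.985 within a stage and 0.936 between stages, and the T20 pair, at 0.968, lay above the highest pair from different stages (0.964). Spearman's rho moved the average within a stage most, to 0.882.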

Differential expression analysis between the T18 and T21 samples, which represent the neural tube tissue and associated premigratory and late-delaminating cranial NC, respectively, revealed 9106 differentially expressed genes (DESeq2, adjusted *p* value < 0.05). Of these, 5400 were enriched at T21, whereas 3706 were depleted (Fig. 1c). 

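With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 8509 loci differed between T21 and T18 at an adjusted p under 0.05. Of these, 4792 (56.3%) were enriched and 3717 (43.7%) depleted at T21. Upper quartile normalisation reversed this balance, with 4051 enriched and 5258 depleted loci, and moved the median log2 fold change of all tested loci from -0.03 to -0.18. A threshold of 1 on the absolute log2 fold change shifted it the other way, to 3252 enriched and 1313 depleted loci. Leaving out each library in turn gave from 6684 loci (without T18 replicate 2) to 10471 (without T20 replicate 1). The largest fitted increases among loci with a gene name were those of *COL6A3*, *Col6a4* and *IL17B*. *COL6A3* (XLOC_068849, scaf_05464) had no count at T18 and 438 ± 41.5 (SD, n = 3) normalised counts at T21, at least 117-fold higher. *Col6a4* (XLOC_006566, listed together with *Ambp*, scaf_00005, 14458522 to 14489193) rose from 2.78 ± 1.35 to 7924 ± 344 (log2 fold change 11.16, standard error 0.25, adjusted p = 4.8e-10, by the same edgeR test with Benjamini-Hochberg adjustment). *IL17B* (XLOC_040894) was at least 49.7-fold higher at T21. The largest fitted decreases were those of *FOXA2* (XLOC_029647, at least 89.1-fold lower), *Gdf1* (XLOC_068734, at least 10.4-fold lower) and *Tbx6*. The adjusted p of *FOXA2* by the same edgeR test with Benjamini-Hochberg adjustment was 0.014, and 0.090 without the filter on low counts, and the adjusted p over its 15 alternatives with a test ranged from 3.7e-05 to 0.11.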

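Between T20 and T18, 4391 loci differed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 2742 were higher and 1649 lower at T20. The comparison of T21 with T20 gave 2481 loci, with 1368 higher and 1113 lower at T21. After upper quartile normalisation, the majority was reversed in both comparisons, with 2279 loci higher and 2571 lower at T20 than at T18, and 1295 higher and 1478 lower at T21 than at T20. The number for T21 against T20 depended on each T21 library and fell to 1255 without T21 replicate 1, 1331 without T21 replicate 2 and 1344 without T21 replicate 3. For T20 against T18, it ranged from 2969 to 4071 with each T18 or T21 library left out in turn.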

As expected, fewer genes were recovered as differentially expressed when T18 and T20 samples, or T20 and T21 samples were compared (Supplementary Fig. 2a).

We assessed the dynamics of signalling molecules and TFs expressed during NC specification making use of the germline genome annotation in which lamprey gene models were assigned to likely vertebrate homologues^15^. As expected, several bona fide NC markers were enriched at T21 when compared with T18 (Fig. 1c, Supplementary Data 1). *Wnt1*, which has a role in establishing the neural plate border and is maintained in the DNT^18^, was one of the most significantly enriched genes, as were *Wnt3* and *Wnt10* (Fig. 1c). In contrast, several *Wnt* homologues (*Wnt5a/b*, *Wnt7a*, *Wnt8a*) were depleted at T21, consistent with studies showing that *Wnt* expression is dynamically modulated during NC delamination and migration^19,20^. 

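*Wnt1* (XLOC_006651, scaf_00005, 20135118 to 20165025) had normalised counts of 33.0 ± 14.6 (SD, n = 3) at T18, 2335 ± 213 (n = 2) at T20 and 3526 ± 242 (n = 3) at T21 (log2 fold change 6.79, standard error 0.20, adjusted p = 1.8e-09 for T21 against T18, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Wnt3* (XLOC_028782, scaf_00028, 10142771 to 10169431) rose from 2.08 ± 3.61 through 177 ± 62.6 to 1150.2 ± 30.3 (log2 fold change 10.13, standard error 0.60, adjusted p = 2.0e-06, by the same edgeR test with Benjamini-Hochberg adjustment). Its counts at T18 came from replicate 1 alone, and the fitted log2 fold change was 13.65 without that library and 8.74 without T18 replicate 3. The former value gives no size, because the T18 libraries left had no count. The value moved most, to 2.75, with DESeq2's normal prior on fold changes, a setting chosen after seeing the data. *Wnt10* (XLOC_004998, scaf_00004, 12215093 to 12262612) rose from 1.90 ± 2.04 through 46.2 ± 18.9 to 405 ± 53.9 (log2 fold change 7.12, standard error 0.44, adjusted p = 9.8e-08, by the same edgeR test with Benjamini-Hochberg adjustment), with a log2 fold change of 8.49 without T18 replicate 3. A further locus listed as *Wnt3* (XLOC_004999), in cluster 2 and not among the enriched loci of Supplementary Data 1, had more counts over all libraries and was higher at T21 (log2 fold change 2.39, standard error 0.62, adjusted p = 0.029, by the same edgeR test with Benjamini-Hochberg adjustment), with a log2 fold change of 3.57 without T18 replicate 3. This call was lost in 5 of its 8 fits with a library left out, with an adjusted p of 0.051 without T18 replicate 1, 0.074 without T20 replicate 1, 0.072 without T20 replicate 2, 0.051 without T21 replicate 2 and 0.057 without T21 replicate 3 by the same edgeR test with Benjamini-Hochberg adjustment. It was also lost without the filter on low counts and with the libraries of both stages alone.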

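*Wnt5b* (XLOC_050600, scaf_00068, 1973959 to 2059800) fell from 6243 ± 471 normalised counts (SD, n = 3) at T18 to 1806 ± 787 (n = 2) at T20 and 191 ± 60.9 (n = 3) at T21 (log2 fold change -5.09, standard error 0.30, adjusted p = 9.0e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The locus used for *Wnt5a* (XLOC_012620) is also listed under the name *Wnt5b*, and went from 86.7 ± 27.5 at T18 to 19.1 ± 6.06 at T21 (log2 fold change -2.16, standard error 0.40, adjusted p = 9.5e-04, by the same edgeR test with Benjamini-Hochberg adjustment). *Wnt7a* (XLOC_023947) fell from 956 ± 205 to 60.5 ± 28.2 (log2 fold change -3.89, standard error 0.48, adjusted p = 4.8e-04) and *Wnt8a* (XLOC_040147) from 1567 ± 194 to 81.2 ± 8.37 (log2 fold change -4.25, standard error 0.27, adjusted p = 9.5e-07), by the same edgeR test with Benjamini-Hochberg adjustment.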

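*Pax6a*, *Bmp4*, *SoxE1*, *SoxE2*, *Foxd3*, *Msx2*, *Tfap2A* and *Tfap2B* all had log2 fold changes over 1 between T18 and T21, with an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *SoxE1*, listed as *SOX10* (XLOC_021434, scaf_00019, 7295802 to 7308497), rose from 71.6 ± 29.0 to 4183 ± 82.2 normalised counts (SD, n = 3 each; log2 fold change 5.85, standard error 0.54, adjusted p = 3.3e-04, by the same edgeR test with Benjamini-Hochberg adjustment). *Foxd3* (XLOC_039546) rose from 16.7 ± 9.38 to 2013 ± 238 (log2 fold change 7.14, standard error 0.53, adjusted p = 4.7e-05, by the same edgeR test with Benjamini-Hochberg adjustment). The locus taken as *SoxE2* (XLOC_013714) is listed as *Sox9*, so this assignment is uncertain, and it rose from 2.12 ± 2.58 to 3315 ± 19.3 (log2 fold change 10.92, standard error 1.17, adjusted p = 7.8e-04, by the same edgeR test with Benjamini-Hochberg adjustment), with a log2 fold change of 11.52 without T18 replicate 1. *Pax6a* (XLOC_001848) rose from 8.84 ± 3.44 to 899 ± 117. Smaller log2 fold changes were found for *Bmp4* (XLOC_034334; 1.28, standard error 0.30), *Tfap2B* (XLOC_001751; 1.36, standard error 0.15), *Msx2* (XLOC_017489; 1.59, standard error 0.11) and *Tfap2A* (XLOC_063192; 1.98, standard error 0.26).

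*Tbx6* (XLOC_036010, scaf_00038, 10483838 to 10494232) fell from 987 ± 407 normalised counts at T18 to 3 counts or fewer in each T21 library, at least 169-fold lower. *Gata6* (XLOC_019574) fell from 213 ± 36.9 to 9.91 ± 1.53 (log2 fold change -4.49, standard error 0.51, adjusted p = 2.9e-05, by the same edgeR test with Benjamini-Hochberg adjustment) and *Gata2* (XLOC_050056) was also lower (log2 fold change -1.21, standard error 0.21, adjusted p = 6.9e-04). Changes in the other direction were found too. Among tested loci with such a name in Supplementary Data 1, 2 or 4, 13 *Hox* loci were lower at T21 and 4 higher, 3 *Gata* loci lower and 1 higher, and 1 *Tbx* locus lower and 3 higher, at an adjusted p under 0.05 by the same edgeR test with Benjamini-Hochberg adjustment. The rises included *Tbx20* (XLOC_010616; log2 fold change 4.11, standard error 0.41) and a further locus listed as *Gata2* (XLOC_027833). The lower loci numbered 15 for *Hox* with DESeq2, and 14 for *Hox* and 4 for *Gata* with upper quartile normalisation, and the higher ones did not change in number. Names come from lists of loci that changed or clustered, in part shortened, so these numbers are not shares of each family.

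**Figure D2:**
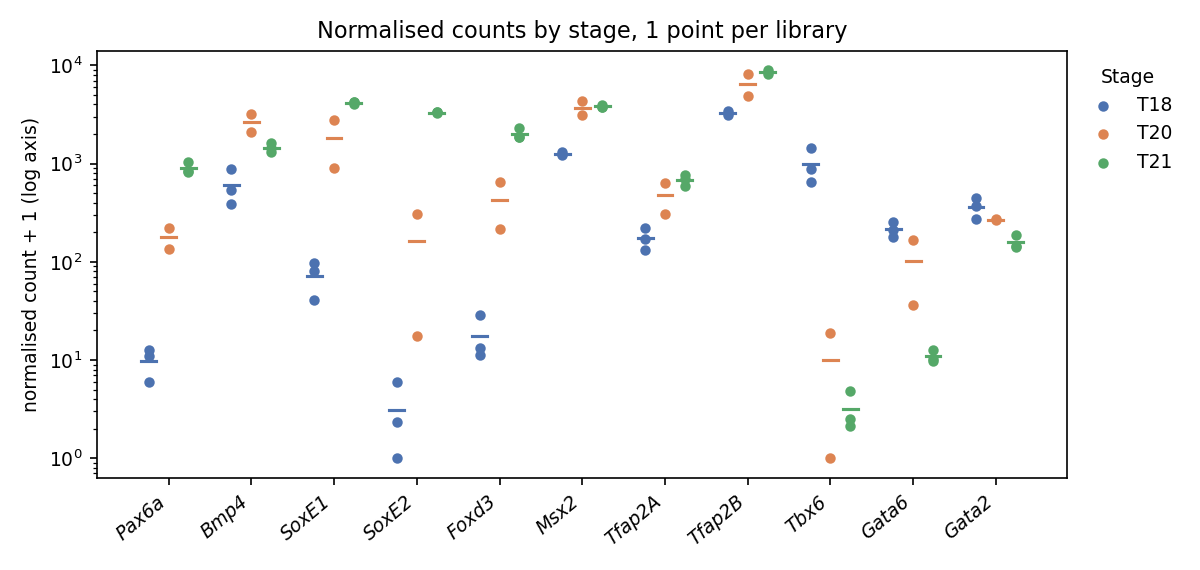
Normalised counts plus 1 (vertical axis, log scale) of 11 genes by stage, with 1 point per library and a bar at the mean of each stage. *SoxE1* is highest at T21, with a mean of 4183, and *Tbx6* at T18, with a mean of 987.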

Genes play a role in neural tube development, such as *Pax6a* and *BMP4*, as well as NC specifier genes like *SoxE* genes (*SoxE1* and *SoxE2*), *Foxd3*, *Msx2*, *Tfap2A* and *Tfap2B* were increased by at least twofold at T21 when compared with T18, whereas other genes including several *Hox*, *Tbx* and *Gata* TFs were depleted (Fig. 1c), analogous to previous observations in gnathostomes^8^. Similarly, premigratory NC genes (e.g., *SoxE1* and *FoxD3*) were upregulated at T20 when compared with T18 (Supplementary Fig. 2a; Supplementary Data 1). 

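At T20, *SoxE1* had 1830.5 ± 1316 and *Foxd3* 429 ± 302 normalised counts (SD, n = 2). Relative to T18, the log2 fold change was 4.66 (standard error 0.54, adjusted p = 0.0023, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) for *SoxE1* and 4.89 (standard error 0.56, adjusted p = 0.0011, by the same edgeR test with Benjamini-Hochberg adjustment) for *Foxd3*. The T20 libraries differed from each other, and the log2 fold change of *SoxE1* was 5.23 without T20 replicate 1 and 3.63 without T20 replicate 2. For *Foxd3*, the values were 5.50 and 3.93.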

When T21 was compared with T20, late NC specification factors and factors expressed at the onset of migration (e.g., *SoxE2*, *SoxE3*, *CadN*) were enriched (Supplementary Fig. 2a; Supplementary Data 1). Both *Ets1b* and *Twist1* were depleted at T21 when compared with T18 (Fig. 1c), confirming previous findings regarding their absence from lamprey migratory NC^21^.

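*SoxE3*, listed as *Sox9* in cluster 3 (XLOC_003722, scaf_00003, 12443772 to 12450517), rose from 158 ± 77.2 normalised counts (SD, n = 2) at T20 to 1798 ± 156 (n = 3) at T21 (log2 fold change 3.52, standard error 0.48, adjusted p = 0.0048, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a log2 fold change of 4.12 without T20 replicate 2. *CadN* (XLOC_032345, scaf_00033) rose from 72.5 ± 26.5 to 1909.8 ± 224 (log2 fold change 4.73, standard error 0.22, adjusted p = 7.3e-07, by the same edgeR test with Benjamini-Hochberg adjustment). *SoxE2* had 161 ± 204 normalised counts at T20 (log2 fold change 4.42, standard error 0.89, adjusted p = 0.035, by the same edgeR test with Benjamini-Hochberg adjustment). This call rested on single libraries, with an adjusted p by the same edgeR test with Benjamini-Hochberg adjustment of 0.055 without T18 replicate 3, 0.084 without T21 replicate 1, 0.076 without T21 replicate 2 and 0.075 without T21 replicate 3, and the adjusted p over its 13 alternatives with a test ranged from 0.0017 to 0.10. Its log2 fold change was 3.45 without T20 replicate 1 and 7.65 without T20 replicate 2.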

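*Twist1* (XLOC_018854, scaf_00016, 13133085 to 13140290) fell from 2705 ± 81.8 normalised counts (SD, n = 3) at T18 through 584 ± 487 (n = 2) to 72.6 ± 3.77 (n = 3) at T21 (log2 fold change -5.25, standard error 0.51, adjusted p = 3.3e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Another locus listed as *Twist1* (XLOC_006540) did not pass the threshold (log2 fold change -0.20, standard error 0.21, adjusted p = 0.53, by the same edgeR test with Benjamini-Hochberg adjustment). *Ets1b* (XLOC_030328) fell from 623 ± 359.6 to 194 ± 18.2 (log2 fold change -1.71, standard error 0.36, adjusted p = 0.0052, by the same edgeR test with Benjamini-Hochberg adjustment). Its adjusted p by the same edgeR test with Benjamini-Hochberg adjustment was 0.057 without T20 replicate 1 and 0.056 without T20 replicate 2, and the adjusted p over its 15 alternatives with a test ranged from 3.5e-10 to 0.057. Its log2 fold change was -1.11 without T18 replicate 3. The paper states that these decreases match the absence of both genes from migratory NC in earlier work.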

Weighted Gene Co-expression Network Analysis (WGCNA)^22^ revealed 12 gene clusters with significantly higher gene expression at T18, and 13 gene clusters with significantly higher gene expression at T21, mirroring the results from our differential expression analysis (Supplementary Data 2, Supplementary Fig. 3). This approach delineated patterns of all genes expressed in NC cells. 

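Variance-stabilised values were averaged over the 767 loci of cluster 1 in Supplementary Data 2. The means were 7.84 ± 0.07 (SD, n = 3) at T18, 6.76 ± 0.10 (n = 2) at T20 and 6.82 ± 0.01 (n = 3) at T21. The scale moved the difference most, with means of 7.25 at T18 and 5.48 at T20 on log2(normalised count + 1). *Tbx6* fell by 6.66 on the log2 scale from T18 to T20 (standard error 0.70, adjusted p = 3.3e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold change was -5.81 without T20 replicate 2. The fitted value was -13.49 without T20 replicate 1, but T20 replicate 2 had no count of *Tbx6*, so this value gives no size. *Wnt5a* fell by 2.17 (standard error 0.49, adjusted p = 0.0077, by the same edgeR test with Benjamini-Hochberg adjustment), with a log2 fold change of -2.78 without T20 replicate 1. Membership of the cluster was defined on these libraries, so its profile is not independent evidence.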

*Tbx6* and *Wnt5a* were placed in a cluster of 767 genes that showed a drop in expression from T18 to T20, and remained low at T21 (Fig. 1d; Supplementary Data 2: cluster 1). The largest cluster (3193 genes) showed an increase in expression from T18 to T20, maintained at T21. This contained key NC specification module genes^21,23^ such as *SoxE1*, *Foxd3, Wnt1, Pax3/7*, *Msx2* and *Tfap2A* (Fig. 1e, g; Supplementary Data 2: cluster2). 

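The copy of Supplementary Data 2 at hand holds 1730 of the 3193 loci of cluster 2, so no value over the whole cluster is given. From T18 to T20, log2 fold changes were 6.20 for *Wnt1* (standard error 0.20, adjusted p = 1.4e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1.55 for *Msx2* (standard error 0.12, adjusted p = 2.4e-06, by the same edgeR test with Benjamini-Hochberg adjustment) and 1.45 for *Tfap2A* (standard error 0.28, adjusted p = 0.0047, by the same edgeR test with Benjamini-Hochberg adjustment). For *Tfap2A* the value was 1.87 without T20 replicate 1 and 0.84 without T20 replicate 2. The locus listed as *Pax7* (XLOC_042727, scaf_00048, 718475 to 733072), which Supplementary Data 2 places in cluster 8, had 206 ± 60.7 normalised counts (SD, n = 3) at T18, 276 ± 5.43 (n = 2) at T20 and 403 ± 45.3 (n = 3) at T21, and did not pass the threshold at T20 (log2 fold change 0.43, standard error 0.23, adjusted p = 0.24, by the same edgeR test with Benjamini-Hochberg adjustment). Without T18 replicate 1, its log2 fold change was 0.65 with an adjusted p of 0.045 by the same edgeR test with Benjamini-Hochberg adjustment, and it was 0.25 without T18 replicate 3, while the adjusted p over its 13 alternatives with a test ranged from 0.045 to 0.55.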

Interestingly, these TFs were co-expressed with cell adhesion and cytoskeletal factors involved in NC emigration (*Integrin*[*ITG*]*A2/A10/B3*, *Galectin-3* [*Lgals3*], *Interleukin*[*IL*]*17*, etc.; Supplementary Data 2: cluster2). 

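At T20, all 4 loci tied to these adhesion and cytoskeletal factors were higher than at T18. The paper lists these factors in cluster 2, which was defined on these libraries by such a rise, so their shared direction is not independent evidence. A single locus is listed as both *ITGA2* and *ITGA10* (XLOC_015735), and it rose from 85.9 ± 15.4 (SD, n = 3) to 711 ± 168 (n = 2) normalised counts (log2 fold change 3.07, standard error 0.17, adjusted p = 1.9e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ITGB3* (XLOC_005345) rose from 618 ± 143 to 1609 ± 205 (log2 fold change 1.39, standard error 0.15, adjusted p = 4.7e-05, by the same edgeR test with Benjamini-Hochberg adjustment) and *Lgals3* (XLOC_029472) from 373 ± 80.6 to 2316 ± 986 (log2 fold change 2.64, standard error 0.25, adjusted p = 2.4e-04). *IL17*, listed as *IL17D* (XLOC_022242), rose from 102 ± 10.0 to 269 ± 128 (log2 fold change 1.37, standard error 0.28, adjusted p = 0.0040, by the same edgeR test with Benjamini-Hochberg adjustment), with a log2 fold change of 1.77 without T20 replicate 1 and 0.77 without T20 replicate 2.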

NC migration module genes, including *SoxE3*, *Tfap2B* and *Gdf7*, were placed in the next largest cluster (1395 genes), which displayed low expression at both T18 and T20 that increased at T21 (Fig. 1f, g; Supplementary Data 2: cluster3). 

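Over the 1395 loci of cluster 3, variance-stabilised values averaged 5.35 ± 0.08 (SD, n = 3) at T18, 5.32 ± 0.01 (n = 2) at T20 and 6.48 ± 0.04 (n = 3) at T21. As for cluster 1, membership was defined on these libraries, so the profile is not independent evidence. *Gdf7* (XLOC_001741) rose from 97.6 ± 3.67 normalised counts at T20 to 1195 ± 30.8 at T21 (log2 fold change 3.60, standard error 0.31, adjusted p = 4.9e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At T18 it had 6.95 ± 5.93, so it was already higher at T20 (log2 fold change 3.38, standard error 0.36, adjusted p = 7.1e-05, by the same edgeR test with Benjamini-Hochberg adjustment). For *SoxE3*, the change from T18 to T20 did not pass the threshold (log2 fold change 0.90, standard error 0.47, adjusted p = 0.26, by the same edgeR test with Benjamini-Hochberg adjustment). No locus listed as *Tfap2B* is in cluster 3 of the supplement. The *Tfap2B* locus with the highest counts had 3282 ± 149 normalised counts at T18, 6486 ± 2342 at T20 and 8529 ± 433 at T21, and its change from T20 to T21 did not pass the threshold (log2 fold change 0.39, standard error 0.17, adjusted p = 0.19, by the same edgeR test with Benjamini-Hochberg adjustment). Its log2 fold change was 0.08 without T20 replicate 1 and 0.82 without T20 replicate 2. Without the filter on low counts, the adjusted p was 6.9e-04 by the same edgeR test with Benjamini-Hochberg adjustment, and the adjusted p over its 13 alternatives with a test ranged from 6.9e-04 to 0.34.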

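Loci for *Sox21*, *Zeb2*, *ERBB4*, *Ednrb*, *Sema3D*, *Sema4C*, *Sema5B*, *MMP13*, *ADAM10*, *ADAMTS1*, *Col3a1*, *Col4a1*, *Col4a6*, *P4ha1*, *Fbln2* and *Creb3l1* were all higher at T21 than at T20. Of these 16, 15 passed the threshold and 13 had a log2 fold change over 1. The paper places these genes in cluster 3, in which 100% of loci had a higher mean at T21 than at T20. Their shared direction is therefore not independent evidence. *Sema3D* (XLOC_053192) rose from 92.4 ± 69.4 (SD, n = 2) to 2364 ± 119 (n = 3) normalised counts (log2 fold change 4.71, standard error 0.37, adjusted p = 1.5e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a log2 fold change of 4.07 without T20 replicate 1 and 5.77 without T20 replicate 2. *ADAMTS1* (XLOC_030208) rose from 96.4 ± 7.36 to 2148 ± 124 (log2 fold change 4.46, standard error 0.26, adjusted p = 5.3e-06, by the same edgeR test with Benjamini-Hochberg adjustment) and *Ednrb* (XLOC_023333) from 67.1 ± 31.5 to 1090.1 ± 149 (log2 fold change 4.04, standard error 0.38, adjusted p = 1.4e-04). *ADAM10* (XLOC_030947) did not pass the threshold (log2 fold change 0.58, standard error 0.18, adjusted p = 0.065, by the same edgeR test with Benjamini-Hochberg adjustment), while another locus of that name (XLOC_048232; log2 fold change 1.60, standard error 0.32, adjusted p = 0.0074, by the same edgeR test with Benjamini-Hochberg adjustment) did. The former had an adjusted p of 0.030 with DESeq2, and the adjusted p over its 13 alternatives with a test ranged from 0.030 to 0.18. *MMP13* (XLOC_036113; log2 fold change 2.24, standard error 0.50, adjusted p = 0.013, by the same edgeR test with Benjamini-Hochberg adjustment) had an adjusted p of 0.053 without T21 replicate 2 and 0.056 without T21 replicate 3, and the adjusted p over its 13 alternatives with a test ranged from 3.9e-04 to 0.056.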

Other putatively co-regulated TFs involved in NC migration were also placed in this cluster (*Sox21* and *Zeb2*), as well as signalling receptors and ligands (*ERBB4*, *Ednrb*, *Sema3D*/*4* *C*/*5B*), secreted matrix remodelling enzymes (*MMP13*, *ADAM10*, *ADAMTS1*), collagens (*Col3a1*/*4a1*/*4a6*) and lamprey orthologues involved in organisation of the extracellular matrix (*Prolyl 4-hydroxylase subunit alpha-1* [*P4ha1*], *Fibulin* [*Fbln2*] and *Creb3l1*) (Fig. 1g; Supplementary Data 2: cluster3). This cluster also featured downstream effectors ensuring proper differentiation into NC derivatives, such as melanocytes (*RAB32*, *Sox21*), neurons (*Nrcam*, *Atoh1*, *Neurofascin* orthologues, *LRRN2*) and glia (*SoxD*, *GFRA1*, *Cdk5r1*, *APP* orthologues) (Fig. 1g; Supplementary Data 2: cluster3).

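All 9 further loci tied to these effectors were higher at T21 than at T20 past the threshold. The paper places these genes in cluster 3 as well, so their direction is not independent evidence either. *Atoh1* (XLOC_014883, scaf_00012) rose from 5.42 ± 5.03 (SD, n = 2) to 325 ± 31.3 (n = 3) normalised counts (log2 fold change 5.80, standard error 0.76, adjusted p = 0.0010, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a log2 fold change of 7.40 without T20 replicate 1 and 5.17 without T20 replicate 2, and *Nrcam* (XLOC_012728) from 161 ± 67.1 to 1494 ± 48.2 (log2 fold change 3.22, standard error 0.22, adjusted p = 6.1e-06, by the same edgeR test with Benjamini-Hochberg adjustment). The value of *Atoh1* without T20 replicate 1 gives no size, because T20 replicate 2 had 1 count of it. The smallest log2 fold change was that of *APP* (XLOC_056338; log2 fold change 0.62, standard error 0.09, adjusted p = 0.0013, by the same edgeR test with Benjamini-Hochberg adjustment). *Neurofascin* (XLOC_061153) had 3 counts or fewer in each T20 library and was at least 5.31-fold higher at T21. Its adjusted p by the same edgeR test with Benjamini-Hochberg adjustment was 0.025, and 0.082 without T21 replicate 1, 0.080 without T21 replicate 2 and 0.061 without T21 replicate 3, and the adjusted p over its 13 alternatives with a test ranged from 1.9e-04 to 0.082. *GFRA1* (XLOC_017857; log2 fold change 1.81, standard error 0.43, adjusted p = 0.021, by the same edgeR test with Benjamini-Hochberg adjustment) had an adjusted p of 0.071 without T21 replicate 2 and 0.072 without T21 replicate 3, and the adjusted p over its 13 alternatives with a test ranged from 2.9e-07 to 0.072. Its log2 fold change was 2.44 without T20 replicate 2.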

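*Dsc1* (XLOC_009544, scaf_00007; log2 fold change 4.61, standard error 0.30, adjusted p = 1.7e-07) and *Dsc2* (XLOC_010295, scaf_00008; log2 fold change 4.37, standard error 0.50, adjusted p = 3.5e-04) were higher at T21 than at T18 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. So were *Sdk1* (XLOC_021588, scaf_00019; log2 fold change 3.61, standard error 0.46, adjusted p = 4.9e-05) and *Vitrin* (XLOC_011482, scaf_00009; log2 fold change 4.67, standard error 0.41, adjusted p = 2.3e-06). At T20, *Dsc1* had 154 ± 37.9 normalised counts (SD, n = 2) against 13.2 ± 5.18 (n = 3) at T18. *Sdk1* had 6.35 ± 3.71 at T20 and 9.02 ± 4.22 at T18, a difference within the spread of replicates.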

Importantly, the two largest WGCNA clusters contained genes that have not previously been implicated in NC development, including genes coding for cell-adhesion molecules, such as desmocolins (*Dsc1*/*2*) and *Sdk1*, and extracellular matrix proteins, such as *Vitrin* (Fig. 1e, f; Supplementary Data 2). Many novel TFs, as well as those that play a role later in NC development, were also in these clusters (Fig. 1g; Supplementary Data 2). For example, *Nmi* (*N-myc interactor*), which interacts directly with Sox10^24^ and inhibits canonical Wnt signalling in cancer^25^, showed increased expression at T20, whereas *EHF* (*Ets homologous factor*, also known as *Epithelial Specific Ets-3*), proposed to have a role as a tumour-suppressor in prostate cancer^26^ and oncogene in ovarian cancer^27^, showed elevated expression at T21. 

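*Nmi* (XLOC_005378, scaf_00004, 15572759 to 15588988) had 20.2 ± 6.93 normalised counts (SD, n = 3) at T18, 144 ± 99.6 (n = 2) at T20 and 284 ± 22.3 (n = 3) at T21 (log2 fold change 3.79, standard error 0.38, adjusted p = 7.7e-06 for T21 against T18, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *EHF* (XLOC_016864, scaf_00014, 11980641 to 11998546) rose from 42.3 ± 19.3 through 553 ± 134 to 1395 ± 314 (log2 fold change 5.07, standard error 0.30, adjusted p = 9.5e-07, by the same edgeR test with Benjamini-Hochberg adjustment).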

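*Fli1* (XLOC_003509, scaf_00003, 23452526 to 23509435) had 64.1 ± 34.9 normalised counts (SD, n = 3) at T18, 64.2 ± 4.06 (n = 2) at T20 and 419 ± 38.3 (n = 3) at T21 (log2 fold change 2.64, standard error 0.33, adjusted p = 6.2e-05 for T21 against T18, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The locus listed as *NFATC1* and *NFATC4* (XLOC_040702) rose from 409 ± 25.0 to 839 ± 133 (log2 fold change 1.03, standard error 0.15, adjusted p = 1.2e-04, by the same edgeR test with Benjamini-Hochberg adjustment).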

*Fli1 and Satb2*, which are expressed in the developing branchial arch cartilage and mesenchyme^28,29^, and *Nfatc*, which forms a complex with Sox10 during Schwann cell differentiation^30^, were also elevated at T21 (Supplementary Data 2).

Gene Ontology (GO) analysis of genes enriched at T18, and thus depleted at T21, highlighted terms associated with the NC GRN signalling module, including Wnt and FGF signalling (Fig. 1i). Terms associated with early embryonic processes such as gastrulation, axial patterning and neural tube development were also enriched at this stage. Conversely, genes enriched at T20 or T21 when compared with T18 revealed an overrepresentation of terms associated with early NC specification, and the development of tissues that receive a NC contribution, such as cartilage, bone, neural tissue and the heart (Fig. 1i; Supplementary Fig. 2b). The biological process terms associated with NC cell migration were specifically enriched only at T21. Although the GO term ‘NC cell differentiation’ was enriched at all stages (Fig. 1i), the genes associated with this term at NC stages, T21 and T20 showed little overlap with those at T18 (Supplementary Fig. 2c; Supplementary Data 3), thus providing evidence for a dynamic progression in gene expression as NC development progresses. The presence of GO terms associated with kidney development at T20 and T21 is largely owing to enrichment in genes known to be highly expressed in the NC, but also have a role elsewhere in the embryo (e.g., *Ctnnb1*, *Sox9* and *Bmp4*).

Finally, we characterised the expression of a number of genes that were enriched at T21 using whole-mount in situ hybridisation (Fig. 1j; Supplementary Fig. 2d). As expected, *Bmp4* and *Tfap2b* were clearly expressed in the DNT at T21, whereas *Tfap2b* was maintained in the migratory NC at T23. Interestingly, *Fli1* expression was also associated with the DNT at T21, indicating that this factor may have an early role in NC development, as well as being expressed in the branchial arches later on. Similarly, *Zfhx4*, which is enriched in the migratory NC in the chicken^12^ was associated with the neural tube and branchial arches, suggesting a role in both early and later NC development. *Col6A1* was most strongly expressed adjacent to the neural tube, surrounding the developing otic placode, where it likely supports NC cell migration^31^. *Sdk1* and *Vitrin* were expressed in the region coinciding with the neural tube and delaminating NC at T23. *Sdk1* was also associated with the developing branchial arch mesenchyme at T23. *Tead1*, a TF that is involved in regulating cell proliferation during development and in cancer^32^, was expressed in the neural tube as well as the migratory NC at T23. The zinc finger protein *Bnc2*, which is implicated in craniofacial development^33^ and adult pigmentation^34^, was associated with the DNT and the developing branchial arch mesenchyme at T23. *Sdk1, Vitrin* and *Bnc2* expression at T21 was possibly too low for detection by in situ hybridisation (normalised readcount of 50.8, 119.4 and 378.4, respectively), whereas *Tead1* was expressed most strongly in the mid-brain region including the NC (Supplementary Fig. 2d).

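The normalised counts over the 3 T21 libraries were 122 ± 52.2 (SD) for *Sdk1*, 285 ± 50.0 for *Vitrin* and 594 ± 59.6 for *Bnc2* (XLOC_008005). The mean for *Sdk1* was 144 without T21 replicate 1 and 93.2 without T21 replicate 2. The mean over all 8 libraries, a setting chosen after seeing the data, moved the values most, to 50.8 for *Sdk1*, 119 for *Vitrin* and 378 for *Bnc2*. After rounding, these are the counts that the paper gives for T21, so its values match means over all stages and not means at T21. *Tead1* (XLOC_001924) had 7102 ± 96.5 at T21. The paper proposes that expression of the former 3 genes was too low for detection by in situ hybridisation.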

Taken together, our RNA-seq data confirm, with a higher level of detail, previous findings that a large proportion of the NC GRN is conserved to the base of the vertebrates^2,21^. Importantly, our analyses reveal factors, whose role in NC development and diversification warrants further investigation.

### Genome-wide assessment of chromatin accessibility

We next sought to explore the regulatory connections between players in the NC GRN. To this end, it is essential to identify *cis*-regulatory elements that control gene expression in the NC. ATAC-seq reveals regions of accessible chromatin, and enables a genome-wide assessment of putative *cis*-regulatory elements^35^. 

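ATAC-seq covered 9 sea lamprey libraries, with 3 each from T20 DNT, T21 DNT and T23 heads, and 10 brook lamprey libraries, with 3, 4 and 3 from the same tissues. Reads of both species were mapped to the sea lamprey germline genome. The authors merged replicates, removed duplicate, unpaired and mitochondrial reads, sampled stages to equal depth and called peaks with MACS2. The deposited consensus sets hold the start and end of each peak, pooled over stages, with no score, stage or replicate, so that differences between stages cannot be computed from them. The sea lamprey set holds 236315 peaks with a median width of 341 bp and the brook lamprey set 314377. The centre of a peak was annotated, in this order, as promoter (1000 bp upstream to 100 bp downstream of a transcript start), TTS (100 bp upstream to 1000 bp downstream of a transcript end), exon, intron or intergenic. Loci spanning under 1500 bp were left out, which kept 29019 loci. Intervals on shares are 95% Wilson intervals, which cover counting error only.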

We analysed chromatin accessibility in lamprey cranial DNTs or whole heads at T20, T21 and T23 (Fig. 2a), which encompass the early-delaminating, late-delaminating and post-migratory NC. Mapped biological replicate ATAC-seq libraries were highly correlated (Supplementary Fig. 4) and insert size distribution showed a stereotypical ~ 150 bp periodicity (Supplementary Fig. 5a), consistent with the nucleosome occupancy of chromatin^35^.

**Fig. 2:**
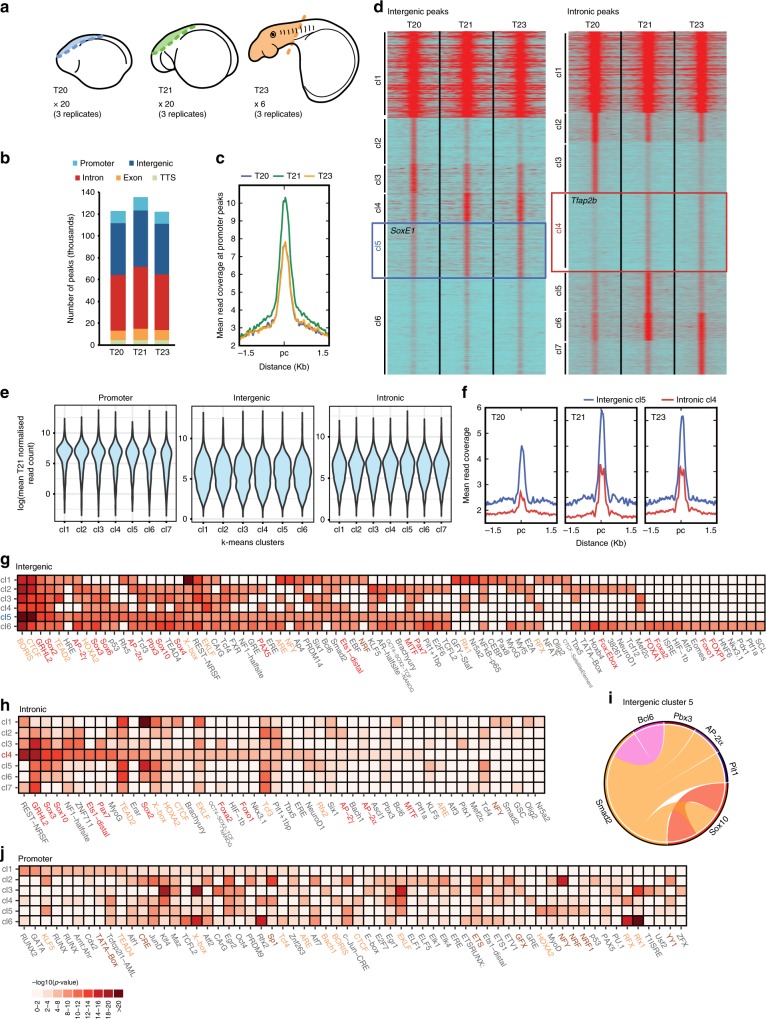
Profiling of chromatin dynamics in the developing NC. **a** Schematics indicating the region of DNT or head dissected from T20, T21 and T23 lamprey embryos for ATAC-seq and the number of biologically independent samples analysed. **b** Genomic functional annotation of our ATAC-seq peaksets for all stages. **c** Mean ATAC-seq read coverage map at each stage over our consensus promoter peakset (i.e. peaks associated with T21 enriched genes), showing higher read coverage at T21. **d** Heatmaps depicting *k*-means linear enrichment clustering of ATAC-seq reads at all stages across consensus intergenic and intronic peaksets. Boxes indicated the large “EMT” clusters that show enriched signal at T21 and T23. **e** Violin plots visualising the distribution of mean normalised T21 read counts for genes associated with *k*-means clusters. Gene expression associated with promoter peak clusters (annotated and novel promoters) is higher and less variable than that for genes associated with intergenic and intronic clusters. **f** Mean ATAC-seq read coverage maps at each stage for “EMT” clusters (intergenic cluster 5 in blue; intronic cluster 4 in red), showing higher coverage at T21 and T23. **g**, **h**, **j** TF-binding motif enrichment analysis for intergenic (**g**), intronic (**h**) and promoter (annotated and novel) (**j**), *k*-means clusters. NC master regulator motifs are highlighted in red. Similar motifs shared between intergenic and intronic cluster 1 and promoter clusters are highlighted in orange. Canonical promoter motifs are highlighted in brown. **i** TFs that were significantly enriched in pair-wise in silico co-binding analyses conducted on intergenic *k*-means cluster 5. cl, cluster; Pc, peak centre

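Of the sea lamprey peaks, 111216 (47.1%, interval 46.9 to 47.3) were intergenic and 87267 (36.9%, interval 36.7 to 37.1) intronic, together 84.0%. Exons held 16190 peaks (6.85%), promoters 14977 (6.34%) and TTS regions 6665 (2.82%). In the brook lamprey set, 42.2% of peaks were intergenic, 39.1% intronic, 10.9% exonic and 4.86% at promoters. Keeping loci of any length moved the sea lamprey promoter and intergenic shares most, with 11.3% of peaks at promoters and 40.4% intergenic. The intronic share moved most when peaks were annotated by any overlap, to 33.6%, against 33.7% with loci of any length. These shares describe sets pooled over stages.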

Peak detection and annotation, using our de novo assembled transcriptome, was consistent across stages, with the majority of peaks found in intergenic and intronic regions where *cis*-regulatory elements are expected to be located (Fig. 2b). To focus our analyses on peaks associated with NC GRN genes, consensus peaksets for each annotation category (promoter, intergenic and intronic) were filtered to contain peaks that were associated with genes enriched at T21. Promoter peak groups were further filtered to contain elements associated with the promoters of genes annotated in the germline genome assembly.

*K*-means clustering of the ATAC-seq signal over consensus peaksets (8998 intergenic; 17,908 intronic; 1860 promoter) revealed the dynamics of chromatin accessibility genome-wide over the course of development (Fig. 2c–f). 

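Each peak was assigned to the locus with the nearest transcript start within 50000 bp. Of the intergenic sea lamprey peaks, 9870 (8.87%) fell to 2203 loci enriched at T21 relative to T18, and of the intronic peaks 17821 (20.4%) to 3310 such loci. At promoters of enriched loci lay 2994 peaks. The distance moved the intergenic and intronic numbers most, to 3704 intergenic and 10208 intronic peaks within 10000 bp. The promoter number moved most with loci at a log2 fold change over 1, to 1740.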

The ATAC-seq signal associated with promoter peaks was highest at T21 for all clusters showing, as expected, that enriched gene expression correlated with increased promoter accessibility (Fig. 2c).In addition, when all promoter peaks were taken into consideration (i.e., 10,286 annotated and novel promoter peaks), gene expression associated with promoter peaks was higher and less variable than that associated with the intergenic and intronic peak clusters (Fig. 2e, Supplementary Fig. 5b).

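Loci spanning at least 1500 bp were grouped by their nearest sea lamprey peak among promoter, intronic and intergenic peaks. Unlike the paper's intergenic and intronic clusters, these peaks were not limited to those near genes enriched at T21. The median normalised count at T21 was 114 ± 1.21 (SD, n = 3 libraries) over 14362 loci nearest a promoter peak, 27.9 ± 0.868 over 9163 nearest an intronic peak and 7.73 ± 0.0742 over 5342 nearest an intergenic peak. The interquartile range of log2(normalised count + 1) across loci was 6.60 ± 0.12, 6.57 ± 0.35 and 5.68 ± 0.60 in the same order. The order of these ranges depended on the setting. With each peak assigned to the nearest transcript start, chosen after seeing the data, the medians were 195, 88.4 and 36.4 and the ranges 6.11, 6.74 and 7.04. Loci are not independent replicates.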

We were particularly interested *cis*-regulatory elements that regulate gene expression during EMT. *K*-means clustering of intergenic and intronic peaks revealed two large clusters (intergenic cluster 5; intronic cluster 4) that displayed increased accessibility at T21 and T23 compared with T20 (Fig. 2d, f). Gene ontology terms associated with intergenic cluster 5 included ‘regulation of localisation’, ‘positive regulation of cell-substrate adhesion’ and ‘regulation of cell motility’, whereas terms associated with intronic cluster 4 included ‘cell–cell junction organisation’, ‘cytoskeleton reorganisation’ and ‘positive regulation of cell migration’ (Supplementary Fig. 5c). In addition, these clusters contained elements associated with known NC GRN TFs, *SoxE1* (intergenic cluster 5) and *Tfap2B* (intronic cluster 4).

To quantify the significance of these EMT clusters, we plotted the ATAC-seq signal levels of our peaksets at T20 against those at T23 and calculated the Pearson correlation coefficient for all intergenic and intronic clusters (Supplementary Fig. 5d). Both EMT clusters were significantly offset from all other identified groups of accessible elements, suggesting that the dynamic opening of putative *cis*-regulatory elements may single them out as functional enhancers during.

We used TF-binding site motif analysis to further interrogate the ATAC-seq *k*-means clusters. Similar to our recent ATAC-seq analyses in zebrafish^11^ and chicken^12^ NC, several intergenic clusters, including cluster 5, were enriched for Sox, Tfap2 and Tead motifs (Fig. 2g, h). GRHL2, Pax, Ets1 and Fox motifs were also enriched. Intronic cluster 4 displayed similar enrichment for Sox and Pax motifs, as well as Fox sites, whereas GRHL2 and REST-NRSF motifs showed the highest enrichment in this cluster (Fig. 2g, h). The presence of motifs for key NC specification TFs (Sox, Fox, Tfap, Ets1, Pax families^6^), as well those that play a role in EMT (GRHL2^36^), suggested that these clusters harbour *cis*-regulatory elements that provide connections between NC GRN players. Enrichment of CTCF-binding sites in all intergenic clusters further suggests these peaks may represent putative *cis*-regulatory elements.

Cluster 1 for intergenic and intronic peaksets had a distinct TF-binding site profile from the other clusters, which resembled the binding profile of our promoter peakset (annotated and novel promoter peaks), and was enriched for motifs found in the HOMER promoter motif library (Fig. 2j). These clusters consisted of peaks with a broad, open profile at all stages (see Fig. 2d). Therefore, it is likely that cluster 1 for both intergenic and intronic peaksets represent peaks with promoter-like activity.

Combinatorial TF binding at enhancers has been suggested to have an important role in NC GRN function^11^. We used in silico two-way combinatorial analysis to test for evidence of multiple TF co-activity at putative *cis*-regulatory elements. 

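Supplementary Data 4 lists 18 loci for what the paper calls selected TFs. All 18 were higher at T21 than at T18 with an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The listed names include *BCL2L2* and *HGF* but not Bcl6, whose motif the paper reports. A listed name is therefore not always that of the factor with the motif. A log2 fold change over 1 was found for 14. The list was drawn up from these libraries, so this count is not independent evidence. *PRDM12* (XLOC_055725, scaf_00107, 833424 to 854582) rose from 2.94 ± 1.87 to 588 ± 43.4 normalised counts (SD, n = 3 each; log2 fold change 7.98, standard error 0.43, adjusted p = 6.3e-08, by the same edgeR test with Benjamini-Hochberg adjustment), with a log2 fold change of 7.32 without T18 replicate 3. *PAX5* (XLOC_040186; log2 fold change 6.19, standard error 0.53, adjusted p = 1.2e-04; log2 fold change 6.82 without T18 replicate 1) and *SMAD6* (XLOC_031111; log2 fold change 1.80, standard error 0.09, adjusted p = 2.1e-08) were also higher. *ETS1* (XLOC_003893) had 3 counts or fewer in each T18 library and was higher at T21. *TEAD4* (XLOC_016695; log2 fold change 0.65, standard error 0.19, adjusted p = 0.016, by the same edgeR test with Benjamini-Hochberg adjustment) had an adjusted p of 0.084 without T18 replicate 2, 0.050 without T21 replicate 1, 0.091 without T21 replicate 3 and 0.054 after upper quartile normalisation, and the adjusted p over its 15 alternatives with a test ranged from 5.1e-04 to 0.091. *BCL2L2* (XLOC_022288; log2 fold change 0.64, standard error 0.18, adjusted p = 0.014, by the same edgeR test with Benjamini-Hochberg adjustment) had 0.062 without T21 replicate 2, and the adjusted p over its 15 alternatives with a test ranged from 0.0037 to 0.062.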

Focussing on intergenic cluster 5, we selected 18 TFs that displayed enriched motifs and enriched gene expression at T21 (Supplementary Data 4). The motifs of six TFs (Smad2, Sox10, TFAP2a, Pit1, Bcl6 and Pbx3) were significantly enriched in pair-wise analyses (*p < 0.05; two-tailed Chi-squared test) (Fig. 2i). Combinations of Sox10 sites were enriched, whereas Smad2 sites were enriched in combination with all the other five motifs. Interestingly, we found similar co-binding of Smad proteins with canonical NC TFs, such as Sox and TFAP2 proteins in the early chick NC^12^. This suggests that the combinatorial activity of TGFβ-signalling with canonical NC specification factors at enhancers is a conserved property of the NC GRN.

### Active NC-specific *cis*-regulatory elements

To identify active NC-specific *cis*-regulatory elements, we used peaks from our EMT clusters that were associated with loci of known NC GRN genes in enhancer-reporter assays. An element, located 16.6 kb downstream of the *SoxE1* locus (Fig. 3a), drove specific reporter expression in the delaminating NC cells from T21 and labelled the cells as they migrated into the branchial arches and contributed to known NC-derived structures, such as the branchial arch cartilage (Fig. 3b). 

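The paper gives no coordinates for this element, so among sea lamprey peaks past the 3′ end of the *SoxE1* locus the one nearest to the stated distance was taken, and its identity with the tested element is uncertain. It spans 7323260 to 7323606 on scaf_00019 (347 bp), 14.8 kb past the 3′ end and 27.6 kb from the 5′ end of the locus. The peaks on its sides lie 5.2 kb and 20.2 kb past the locus. Measured from the 5′ end, the former of these (7313690 to 7314282), at 18.2 kb, is about as near to the stated distance, and it overlaps no brook lamprey peak. A brook lamprey peak from 7323087 to 7323643 covers all of the peak that was taken.

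**Figure D3:**
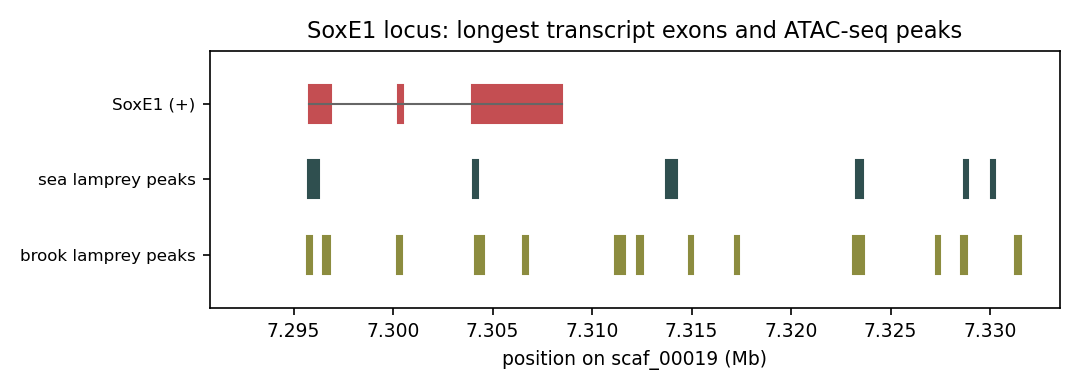
Map of the *SoxE1* locus on scaf_00019 (horizontal axis, position) with exons and the consensus ATAC-seq peaks of both species as boxes. The peak 14.8 kb past the 3′ end is present in both species.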

Analysis of reporter expression alongside endogenous *SoxE1* expression revealed an overlap in the delaminating NC at T23 and in the branchial arch cartilage at T26 (Fig. 3c). Together, these results suggest that we have identified a lamprey enhancer for *SoxE1*, which is activated in the delaminating NC. 

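A locus listed as *Tfap2B* (XLOC_019839, scaf_00017, 14878098 to 14918605) has an intron 3 of 7495 bp, from 14901511 to 14909005. It holds 3 sea lamprey peaks and 3 brook lamprey peaks. Of the sea lamprey peaks, that from 14903144 to 14903481 overlaps a brook lamprey peak by 310 bp and that from 14905465 to 14905677 by 203 bp. The locus had 677 ± 88.3 normalised counts (SD, n = 3) at T18, 1749 ± 623 (n = 2) at T20 and 2665 ± 245 (n = 3) at T21.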

An element located in the third intron of the *Tfap2B* gene drove reporter expression in the migrating NC from T23 and labelled NC derivatives at later stages (Fig. 3d, e).

**Fig. 3:**
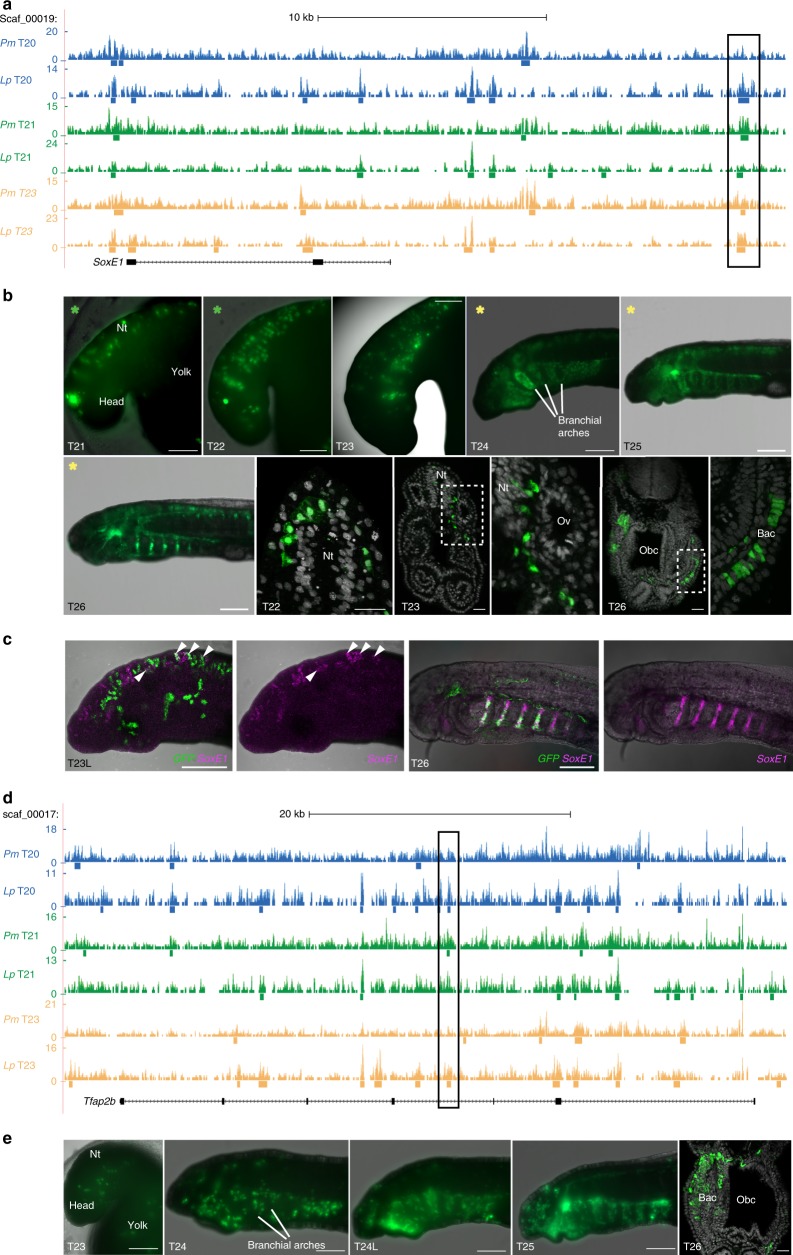
Tissue-specific enhancer activity in the lamprey NC. **a**, **d** The *SoxE1* **a** and *Tfap2B* **d** loci of the sea lamprey germline genome, with merged replicate ATAC-seq coverage tracks from the sea lamprey (*Pm*) and brook lamprey (*Lp*) at each developmental stage. Bars below coverage plots indicate peak regions identified with Macs2. The black box indicates the region tested in enhancer-reporter assays. **b** GFP reporter expression in lamprey embryos injected with the *SoxE1* enhancer-reporter construct at the one-cell stage and allowed to grow to indicated stages (observed in 195 out of 1337 injected embryos). In transverse section (row 2, panels 2–6) GFP^+^ cells are visible delaminating from the neural tube at T22 (*n* = 2), migrating between the neural tube and otic vesicle at T23 (*n* = 2) and contributing to the branchial arch cartilage at T26 (*n* = 3). Coloured stars indicate panels showing the same embryo at successive developmental stages. Dashed boxed regions indicate regions magnified in adjacent panels. **c** Overlap of *GFP* reporter expression with native *SoxE1* expression (magenta) in the delaminating and migrating NC at T23L (arrowheads; *n* = 4) and in the branchial ach cartilage at T25 (*n* = 2). **e** GFP reporter expression in lamprey embryos injected with the *Tfap2B* enhancer-reporter construct at one-cell stage and allowed to grow to indicated stages (observed in 25 out of 340 injected embryos). In transverse section at T26 (panel 5), GFP^+^ cells are visible in the branchial arch cartilage (*n* = 3). Bac, branchial arch cartilage; L, late; Nt, neural tube; Obc, orobranchial cavity; Ov, otic vesicle. Scale bars for wholemounts: 200 μm. Scale bars for sections: 25 μm

These *cis*-regulatory elements overlapped with peaks in similar ATAC-seq data sets from the brook lamprey (*Lampetra planeri*) (Fig. 3a, d). This surprising finding suggests conservation of *cis*-regulatory elements across lamprey species, which were separated at least 40 MYA^37^. 

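Across the genome, 92435 of the sea lamprey peaks (39.1%, interval 38.9 to 39.3) overlapped a brook lamprey peak by at least 1 bp. After shuffling the sea lamprey peaks within their scaffolds 100 times, 22.4% overlapped on average and 22.7% at most, so that the observed share was 1.74 times the shuffled mean (one-sided permutation p = 0.01, the smallest that these shuffles can give). Overlap of at least 50% of both peaks moved the share most, to 22.2% against 6.19% after shuffling. By class, 45.6% of promoter, 38.8% of intronic and 37.6% of intergenic peaks overlapped. From overlap at the tested elements, the paper proposes that *cis*-regulatory elements are conserved across lamprey species.

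**Figure D4:**
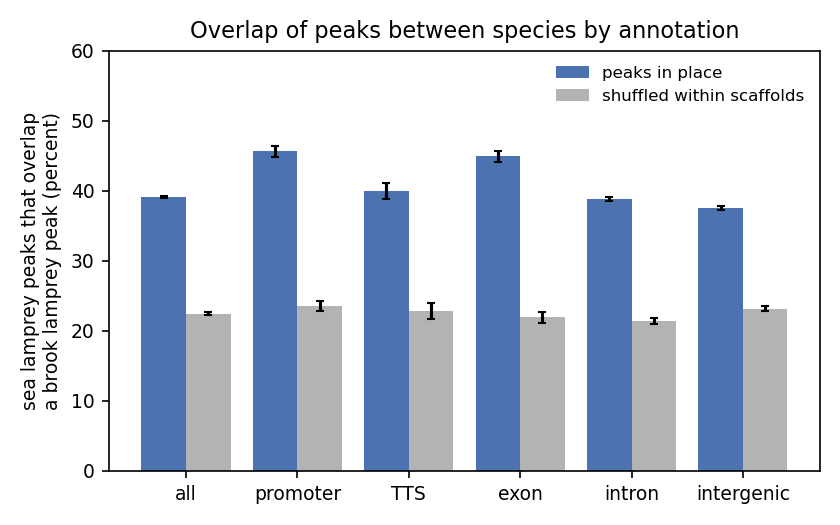
Percent of sea lamprey peaks that overlap a brook lamprey peak (vertical axis), for all peaks and by annotation, in place with 95% Wilson intervals and after shuffling with the mean and the lowest and highest of 100 shuffles. For all peaks the share in place is 39.1% and the shuffled mean 22.4%.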

Our analysis thus suggests a high degree of sequence conservation at the level of the functional non-coding regions of the genome of these two species, thus facilitating the identification of *cis*-regulatory elements using cross-species whole-genome alignment of ATAC-seq data.

### Putative lncRNAs associated with lamprey *Hox-α2* enhancers

Our ATAC-seq data set can be used to refine known *cis*-regulatory regions into modules that drive expression in specific tissues, including the NC. Sea lamprey *cis*-regulatory elements for *Hox-α2* that drive gene expression in the neural tube, somites and NC are found in a 9-kb region upstream of *Hox-α2*, whereas elements that drive expression in the NC and somites alone are located within 4-kb of the *Hox-α2* locus^38^. Recently, a core 1.5-kb region within the 4-kb enhancer (elementA) was shown to recapitulate the activity of the full 4-kb element^39^. These findings are confirmed by our ATAC-seq data set. We found that a ~ 1.5 kb element encompassing an ATAC-seq positive region at ~ − 8.5 kb drove reporter expression that was restricted to the neural tube (Fig. 4a, b: element-8.5 kb). In addition, a clear ATAC-seq-positive region was present over the 1.5 kb core NC enhancer element (Fig. 4a: elementA).

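Within the *Hox-α2* locus of the transcriptome (XLOC_005123, scaf_00004, 19719088 to 19734338), a sea lamprey peak of 1065 bp from 19719278 to 19720342 overlaps a brook lamprey peak by 993 bp. A further sea lamprey peak of 703 bp from 19725332 to 19726034 overlaps one by 219 bp. The paper gives no coordinates for the tested elements, so the peaks are not assigned to them.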

**Fig. 4:**
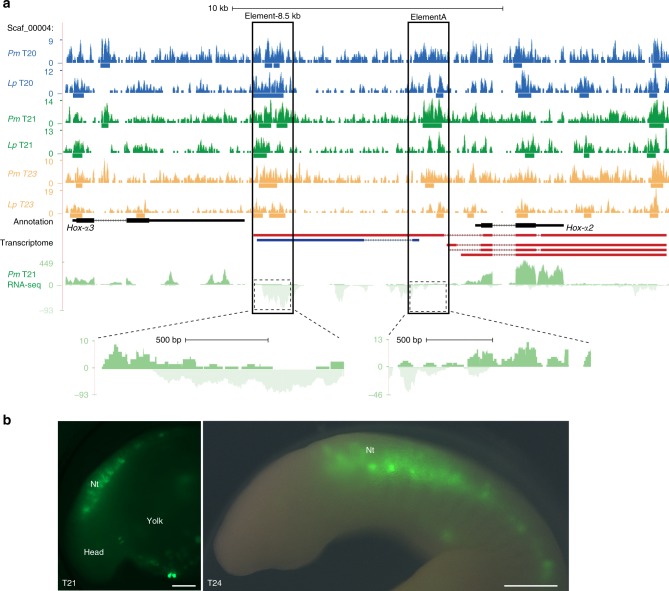
Characterisation of a *Hox-α2* enhancer and associated transcription. **a** The *Hox-α3*/*Hox-α2* locus in the sea lamprey germline genome, with merged replicate ATAC-seq coverage tracks from the sea lamprey (*Pm*) and brook lamprey (*Lp*) at each developmental stage, as well as RNA-seq coverage tracks from a representative T21 sample indicating directional transcription. Bars below ATAC-seq coverage plots indicate peak regions identified with Macs2. The black boxes highlight two ATAC-seq positive regions within the 9-kb region upstream of the *Hox-α2* locus and the dashed boxes highlight bidirectional transcription over these regions. De novo assembled transcripts for the *Hox-α2* locus are shown maroon (sense) and dark blue (antisense). **b** GFP reporter expression in lamprey embryos injected with the element-8.5 kb enhancer-reporter construct at one-cell stage and allowed to grow to indicated stages (observed in 10 out of 149 injected embryos). GFP reporter expression is seen in the neural tube. Scale bars: 200 μm

Interestingly, our RNA-seq data revealed bidirectional transcription from these loci, a known occurrence at active enhancers^40^ (Fig. 4a, bottom panel). Two novel transcripts from our transcriptome overlapped these regions: a 12,770 bp sense transcript (Fig. 4a, maroon label) and a 4206 bp, spliced antisense transcript (Fig. 4a, blue label). 

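The longest sense transcript has 5 exons and a length of 12775 bases, and its first exon runs from 19719088 to 19726130. The antisense transcript (XLOC_005444) has 2 exons and a length of 4206 bases. Its exons, from 19719214 to 19723169 and from 19724959 to 19725208, both lie within the first exon of the sense transcript.

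**Figure D5:**
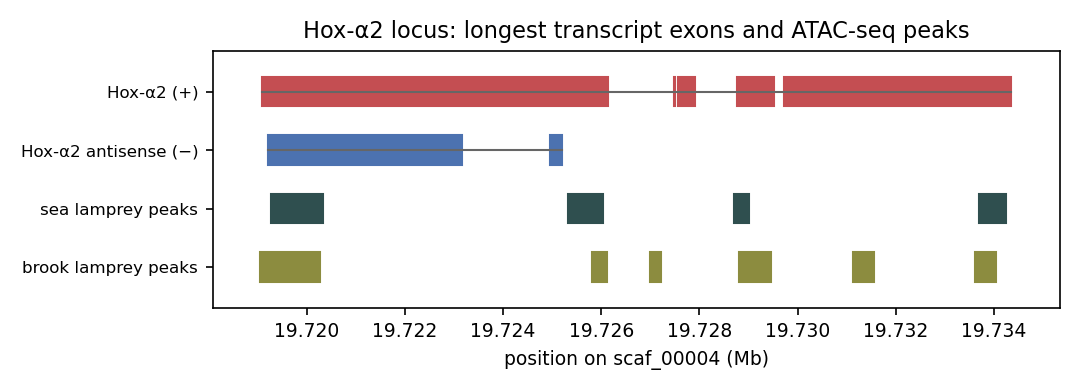
Map of the *Hox-α2* locus on scaf_00004 (horizontal axis, position) with the exons of the 12775-base sense and the 4206-base antisense transcript and the consensus ATAC-seq peaks of both species as boxes. Both antisense exons lie under the first sense exon.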

The longer sense transcript resembles the multiexonic enhancer (me)RNA transcripts reported in association with the ethryroid-specific intergenic enhancer, R4 in mice^41^, as well as with multiple late NC-specific enhancers in zebrafish^10^. As is the case with the R4 meRNA, the *Hox-α2*–8.5 kb upstream enhancer appears to initiate the transcription of an alternative first exon, which is spliced onto an adjacent annotated exon and reads through the remaining exons of the *Hox-α2* gene. This results in a spliced transcript reminiscent of the annotated version, albeit with an extended 5′-UTR or first exon. Therefore the enhancer, located ~ 8.5 kb upstream of the *Hox-α2* locus, may be acting as alternative promoter (indeed, the peak was annotated as a promoter in our analyses). 

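In the annotation used here, the 1065-bp peak near the start of the locus is classed as exon and the 703-bp peak as promoter. The *Hox-α2* locus had 833 ± 156 normalised counts (SD, n = 3) at T18, 1257 ± 112 (n = 2) at T20 and 1565 ± 163 (n = 3) at T21 (log2 fold change 0.90, standard error 0.13, adjusted p = 1.2e-04 for T21 against T18, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).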

Alternatively, this transcript might be a byproduct or a facilitator, of chromatin looping linking the upstream enhancer to the *Hox-α2* promoter.

The antisense transcript is one of 6257 putative long non-coding (lnc)RNAs identified in our transcriptome. 

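The paper's filter against protein sequences and gene models was not repeated here, and all spliced transcripts of at least 200 bases were taken that lie antisense to another locus or within 5000 bp of one on the opposite strand. These 43571 transcripts at 15060 loci include protein-coding ones. A sea lamprey peak overlapped 89.0% of them (interval 88.7 to 89.3). Counting exons alone moved the share most, to 77.0%. Among all 68359 spliced transcripts with a strand, the share was 88.5%.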

In all, 48% of these overlap with predicted lncRNA from adult sea lamprey brain, heart, kidney and gonad RNA-seq datasets^15^, whereas 70% were associated with ATAC-seq positive regions. The gnathostome *HoxA* locus is known to harbour lncRNAs, including HOTAIRM1^42^ and HOTTIP^43^, which have been shown to modulate gene expression in *cis*. 

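The antisense locus had 54.6 ± 16.6 normalised counts (SD, n = 3) at T18, 260 ± 6.21 (n = 2) at T20 and 432 ± 28.8 (n = 3) at T21 (log2 fold change 3.01, standard error 0.22, adjusted p = 3.8e-07 for T21 against T18, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Counting was stranded, and antisense counts came to 6.48% of sense counts at T18, 20.7% at T20 and 27.8% at T21.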

The putative lncRNA, identified between *Hox-α3* and *Hox-α2*, is significantly enriched in the DNT at T21 when compared to T18 (threefold change; *p.adj*. = 2.9E-49), suggesting it may regulate *Hox-α* expression in the neural tube and/or NC at T21.

### Lamprey *SoxE1* enhancer activity is conserved in gnathostomes

Our study seeks to define the core components of the NC GRN that are conserved across vertebrates. This includes assessing whether the activity of NC enhancer elements present in a basal jawless vertebrate is conserved in jawed vertebrates, despite 500 million years of independent evolution^37^. We generated transgenic zebrafish carrying the lamprey *SoxE1* enhancer upstream of a minimal promoter and GFP using the Activator (Ac)/Dissociation (Ds) (Ac/Ds) transposition system^44^, which facilitates highly efficient transgenesis in zebrafish^45^, and resulted in seven independent integrations of the *SoxE1* enhancer:GFP cassette. Although only weak reporter expression was visible in F_0_ embryos, the F_1_ generation displayed striking heterospecific reporter expression in the branchial arches by ~ 30 hpf, mirroring the enhancer activity in the lamprey at T23 (Fig. 5a, Supplementary Fig. 6a, b). Later (~ 60 hpf), reporter expression was visible in head structures that receive NC contributions including the branchial arch mesenchyme, cranial ganglia (Fig. 5; Supplementary Fig. 6c–e), as well as in melanocytes, and putative Schwann cells in the trunk (Fig. 5 row 2).

**Fig. 5:**
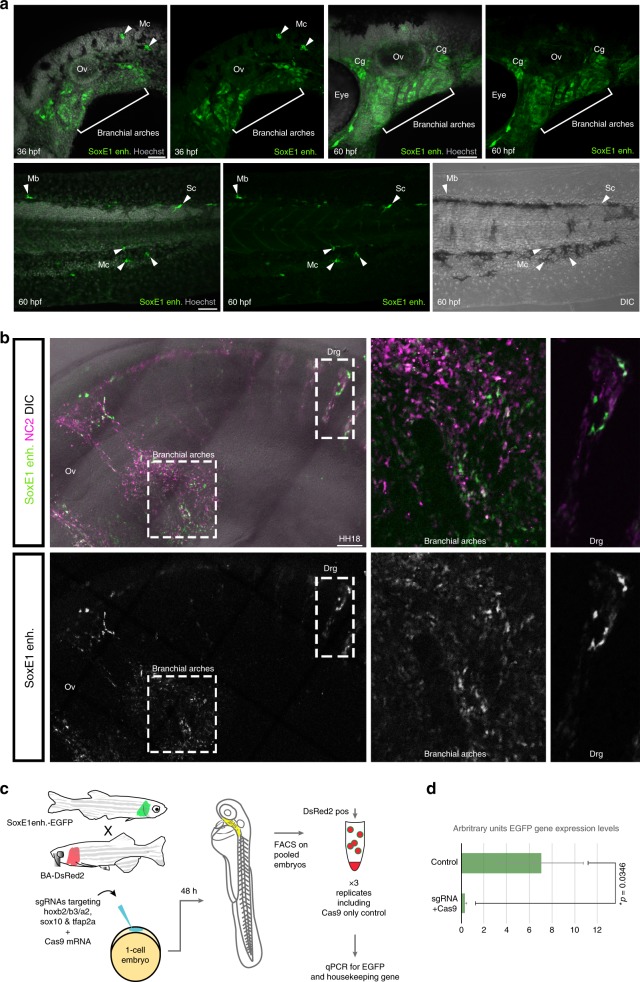
The activity of the lamprey *SoxE1* enhancer is conserved in gnathostomes. **a** In a 36 hpf transgenic zebrafish GFP reporter expression is visible in the developing branchial arches and melanocytes (*n* = 3). At 60 hpf, GFP^+^ cells populate the branchial arch cartilage and cranial ganglia in the head, whereas GFP^+^ melanocytes, melanoblasts and a putative Schwann cell are visible in the trunk (row 2) (*n* = 6). **b** In a HH18 chicken embryo, GFP expression is present in the branchial arches and the dorsal root ganglia (Drg) alongside cherry expression driven by the chick *Foxd3* NC2 enhancer (*n* = 15). Dashed boxed regions indicate regions magnified in adjacent panels. **c** Schematic of CRISPR/Cas9 TF knockout experiment in transgenic zebrafish. **d** qPCR results indicating the change in EGFP expression levels relative to bactin in the branchial arches after injection with either Cas9 mRNA alone or Cas9 mRNA together with sgRNAs against *hoxb2a*, *hoxb3a*, *hoxa2b*, *sox10* and *tfap2a*. Error bars: SD. Cg, cranial ganglia; Drg, dorsal root ganglia; Mb, melanoblasts; Mc, melanocytes; Ov, otic vesicle; Sc, putative Schwann cell. Scale bars in (**a**) 50 μm. Scale bar in (**b**) 200 μm

To further investigate the extent to which the lamprey *SoxE1* enhancer activity is conserved among the gnathostomes, we used bilateral neural tube electroporation to introduce a lamprey *SoxE1* enhancer:citrine reporter construct into the developing chicken NC at Hamburger Hamilton stage(HH)8. At HH18, citrine expression was visible in the branchial arches and in the dorsal root ganglia, alongside and occasionally overlapping NC2:cherry reporter expression, which was used a marker for the NC^46^ (Fig. 5b).

The observed lamprey *SoxE1* enhancer activity in gnathostome NC suggests that the TF-binding code characterised by our genome-wide motif analysis (Fig. 2g) and present in the lamprey *SoxE1* enhancer can be recognised by gnathostome TFs despite a lack of sequence conservation within the whole region that would identify a homologous regulatory element. To test this, we searched for significantly enriched TF-binding motifs in the *SoxE1* enhancer. We found binding sites for key NC TFs, including SoxE, Smad and Tfap2 factors, as well as a Hox site, which would be expected to restrict the enhancer activity in the cranial region to the hindbrain NC streams (Supplementary Fig. 7; HOMER log-odds scores: SoxE: 8.35; Smad: 6.42; Tfap: 8.77; Hox: 9.08). To assess the conservation of these putative binding sites we compared the sea lamprey genome sequence in the region of the *SoxE1* enhancer to the same region in the juvenile brook lamprey and our brook lamprey ATAC-seq data (Supplementary Fig. 7). The majority of the binding sites were conserved across species, with only point mutations in two putative SoxE sites and one putative Hox-binding site (Supplementary Fig. 7). The high level of sequence conservation in this region supports a functional role for this enhancer across lamprey species and the presence of conserved TF-binding motifs suggests these sites may have a role in mediating cross-species enhancer activity.

To test whether cross-species enhancer activity is mediated by combinatorial TF activity in vivo, we used CRISPR/Cas9 to knockout the endogenous expression of selected TFs (*hoxa2b*, *hoxb2a*, *hoxb3a*, *tfap2a*, *sox10*) in zebrafish embryos, resulting from crossing our lamprey *SoxE1* enhancer transgenic line reporting EGFP to a transgenic line expressing DsRed in the branchial arches (Fig. 5d–e). When DsRed-positive cells were sorted from the surrounding tissue in experimental embryos (Cas9 injected with target guide RNAs) and control embryos (Cas9-only injected), we found a significant downregulation of EGFP expression in the branchial arch cells upon targeted TF knockout as compared with controls (Fig. 5d, e; Supplementary Fig. 8). These perturbations support the notion that one or a combination of these short TF-binding site motifs is able to convey enhancer function^47^ and mediate the regulatory activity across evolutionary time, despite the lack of extensive sequence conservation.

Overall, our analyses indicate that the regulation of *SoxE* gene expression in the migratory NC is conserved to the base of the vertebrates and that enhancers with such conserved activity reflect the central lynchpin mediating the conservation of the NC GRN. Importantly, this suggests that regulation of one of the central players in the NC GRN has remained constant as the existence of the last common ancestor between jawed and jawless vertebrates.

## Discussion

We present the most complete assembly to date of the lamprey NC GRN that can be directly compared with that of gnathostomes. Our data enable identification of tissue-specific enhancers whose activity is evolutionary conserved and reveals putative non-coding RNA species.

Analysis of the lamprey NC transcriptional network provides global insight into the evolution of NC transcriptional programmes. At premigratory NC stages (T20) in the lamprey, we observed similar gene enrichments in categories equivalent to those observed in zebrafish^11^ and chicken^12^. The lamprey premigratory NC shows significant functional enrichment in categories associated with mesenchymal (smooth muscle, connective tissue, cartilage and bone development) and neuronal (axonogenesis, gliogenesis) NC derivative fates. As development progresses and bona fide NC cells begin to delaminate (T21), enrichment terms changed to those characterising NC and stem cell programmes as well as autonomic nervous system formation. Interestingly, the lamprey NC GRN lamprey differs from that of zebrafish in that it lacks the NC sub-programme involved in the specification of the enteric nervous system (ENS). This is consistent with studies showing that the lamprey may lack vagal NC and that the lamprey ENS may have much later onset^48^.

Analysis of co-expression clusters using WGCNA increases the resolution of the putative lamprey NC GRN^21^ and suggests links between early specification factors and their downstream effectors. TFs and signalling molecules associated with the NC specification module (e.g., *Pax3/7*, *FoxD3*, *Tfap2A*, *SoxE1*) are upregulated at T20 and co-regulated with genes associated with delamination, including cell adhesion and cytoskeletal factors. Later, at T21, TFs associated with NC migration (e.g., *Sox21*, *Zeb2*, *Tfap2B*) are co-expressed with genes associated with active migration, including signalling receptors, their ligands and secreted matrix remodelling enzymes. Interestingly, these genes are co-expressed with genes involved in NC differentiation. Future analysis using this resource to investigate direct links between co-regulated genes will allow expansion of the global structure of the lamprey NC GRN.

Our analysis of chromatin dynamics in the lamprey NC enabled the identification of tissue-specific enhancers. Similar to studies from *C. elegans*, where ATAC-seq analysis of whole animals at early embryonic, larval and adult stages revealed dynamically regulated *cis*-regulatory regions with tissue-specific activity^49^, we have performed this analysis using dissected cell populations predominantly, but not exclusively, comprised of NC cells at three successive stages of lamprey development. Together, these studies show that the dynamic signature associated with changes in chromatin accessibility over time can be used to pinpoint putative tissue-specific regulatory regions.

Interestingly, we show that heterospecific analysis of ATAC-seq data from different lamprey species can provide clues for the location of conserved *cis*-regulatory regions. Although the evolutionary distance between the sea lamprey and gnathostomes precludes identification of *cis*-regulatory elements based on sequence conservation, the ATAC-seq reads from brook lamprey, *L.planeri*, were successfully mapped cross-species to the genome of the sea lamprey, *P. marinus*. This suggests that the putative functional non-coding elements have been conserved between the two lamprey species over the last 40 million years^37^. Thus, mapping the brook lamprey ATAC-seq data to the sea lamprey genome has enabled identification of conserved genomic regions.

We show that a lamprey *SoxE* enhancer drives tissue-specific reporter expression in the zebrafish and chicken NC. Interestingly, experiments in the invertebrate chordate, amphioxus, where the entire amphioxus *SoxE* locus and flanking genes were integrated into the zebrafish genome, resulted in reporter expression in the neural tube and tail bud, but not in the NC^50^. This suggests that a NC enhancer for *SoxE* expression is not present in the vicinity of the *SoxE* locus in amphioxus. Together, these results support the hypothesis that the acquisition of novel enhancers in early vertebrates was critical for the evolution of the NC-specific gene expression. Gain-of-function *cis*-regulatory changes, such as the appearance of new TF binding sites, likely facilitated co-option of pre-existing gene batteries, including the pro-chondrocytic *SoxE* genes and other mesenchymal gene programmes, into NC-like cells at the neural plate border^2^. Indeed, we show that the lamprey *SoxE1* enhancer harbours putative binding site motifs for important NC TFs, including Tfap2 and SoxE factors, that activate and maintain *SoxE* transcription in the chick^51,52^, zebrafish^53^ and lamprey^21^. A Hox site is also present and could possibly control the activity pattern of the enhancer confined to specific regions of cranial NC conserved across vertebrate taxa^38^. By knocking out the TFs associated with these binding sites in our transgenic zebrafish carrying the lamprey enhancer, we provide evidence to support the hypothesis that either single or a combination of TF binding sites mediate the conserved enhancer activity in the NC.

Taken together, our results suggest that the evolution of key TF-binding motifs was central to NC GRN evolution and that conservation of TF binding at these sites is important for the conservation of the NC GRN. Previous analyses of cis-regulatory TF-binding patterns across gnathostomes showed that, whereas binding motifs are conserved across species, their alignment or positioning is not^54^. This suggests that the functionality of *cis*-regulatory regions is independent of sequence constraint. We provide functional evidence that this hypothesis holds true to the base of the vertebrates by revealing that a *cis*-regulatory sequence from an agnathan, that does not align to the gnathostome genome, is able to drive tissue-specific gene expression in two gnathostome species. This conserved regulatory grammar may have been maintained over evolutionary time through positive-selection promoted by a requirement for co-operative binding of diverse TFs to direct tissue-specific gene expression. Support for this hypothesis comes from a recent study that analysed the location of binding sites for four liver-essential TFs across five mammalian species and found that *cis*-regulatory modules that harbour sites for all four TFs were more likely to be conserved than those with fewer shared sites^55^. It is plausible that physical interactions between the TFs have a role in the evolution and selection of higher order combinatorial TF binding. Indeed, thermodynamic biophysical modelling shows that the evolution of a functional binding site can be accelerated by cooperativity between adjacent TFs^56^.

In summary, by taking advantage of our highly contiguous germline genome assembly^14^, we have presented a genome-wide representation of gene expression and chromatin dynamics during lamprey cranial NC development. A limitation of our approach, which relied on dissection, is that analysed samples included some dorsal neural and ectodermal tissues, and thus our data represent a mixed cell population rather than a pure NC one. However, by focussing our analyses on the genes and chromatin regions that are being dynamically modified during the analysed time-points we were able to extract the expected signature for the cranial NC cells, which unlike skin and neural cells within this mixed cell population, are highly metabolically active and transcriptionally dynamic, owing to a later onset of their specification in the embryo. Taken together, our analyses uncover critical components of the NC GRN that are shared across vertebrates, as well as expose new players whose further investigation will expand our current view of the genetics of NC development.

## Methods

### Lamprey husbandry and embryo dissections

Adult sea lamprey (*Petromyzon marinus*) were supplied by the US Fish and Wildlife Service and Department of the Interior. Embryos obtained by in vitro fertilisation, were grown to the desired stage in compliance with California Institute of Technology Institutional Animal Care and Use Committee protocol #1436. Brook lamprey (*L. planeri*) embryos and ammocoete larvae were collected from a shallow river in the New Forest National Park, United Kingdom, with permission from the Forestry Commission and maintained in filtered river water at 13–19 °C. Prior to dissection, embryos were dechorionated in 0.1 × Marc’s Modified Ringers buffer (MMR) in a dish lined with 1% agarose. For dissection, embryos were moved into a shallow well in the agarose. T18, T20 and T21 DNTs including premigratory, early-delaminating and/or late-delaminating NC cells were dissected from the head using an eye-lash knife. T20 and T23 heads were dissected using forceps.

### RNA extraction and library preparation

RNA was extracted from groups of at least 30 dissected DNTs at each stage, as well as from whole heads (two groups of 20) and whole embryos (two groups of 10) at T20. Tissue was lysed in the Ambion RNAqueous Total RNA Isolation kit lysis buffer (AM1931), set on ice for 15 mins with occasional vortexing, flash frozen in liquid nitrogen and stored at − 80 °C. RNA was extracted using the Ambion RNAqueous Micro Total RNA isolation kit and assessed using the Agilent Bioanalyser. Sequencing libraries were prepared from 100 ng RNA per sample using the NEBNExt Ultra Directional RNA Library Prep Kit for Illumina (E7420) in combination with the NEBNext Poly(A) mRNA Magnetic Isolation Module (E7490) and NEBNext High-Fidelity 2 × PCR Master Mix (M0451S). Libraries were indexed and enriched by 15 cycles of amplification. Library preparation was assessed using the Agilent TapeStation and libraries quantified by Qubit. The concentration of library pools was assessed with the KAPA Library Quantification Kit (KK4835). Multiplexed library pools were sequenced using paired-end 75–100 bp runs on the Illumina NextSeq500 platform for DNT libraries and on the Illumina HiSeq2500 platform for T20 heads and embryos.

### ATAC and library preparation

Groups of dissected tissue were collected into L-15 medium (Lifetech) with 10% fetal bovine serum at 19 °C. Tissue was first dissociated by pipetting up and down in dispase (1.5 mg/ml in DMEM; 10 mm Hepes, pH7.5), followed by the addition of an equal volume of trypsin (0.05% Trypsin; 0.53 mm EDTA in HBSS) at room temperature for a total of up to 15 mins. Dissociated cells were passed over a 40-μm cell strainer into Hanks’ solution (1 × HBSS; 10 mm Hepes; 0.25% BSA) and centrifuged at 500 × *g* for 7 mins at room temperature. The supernatant was removed and fresh Hank’s solution applied. 50,000 cells were counted out and centrifuged for 5 minutes at 500 × *g* at 4 °C and washed with cold 2/3 phosphate-buffered saline (PBS) by centrifugation for 5 minutes at 500 × *g*, 4 °C. The cells were resuspended in 50 μl cold lysis buffer (10 mm Tris-HCl, pH7.4; 10 mm NaCl; 3 mm MgCl_2_; 0.1% Igepal) and centrifuged for 10 mins at 500 × *g* at 4 °C. Cells were tagmented using the Illumina Nextera kit (FC-121–1030) in a 50 μl reaction for 30 mins at 37 °C. To stop tagmentation, EDTA was added to final concentration of 50 nm and the reaction was incubated at 50 °C for 30 mins. Tagmented DNA was cleaned up using the Qiagen MinElute PCR purification Kit (28004) and amplified using the NEB Q5 High-Fidelity 2 × Master Mix (M0492S) for 14 cycles. The amplified library was cleaned up using the Qiagen MinElute PCR purification Kit (28004) and XP AMPure beads (Beckman Coulter A63880). Tagmentation efficiency was assessed using Agilent TapeStation and libraries quantified by Qubit. The concentration of ATAC library pools was assessed with the KAPA Library Quantification Kit (KK4835). Multiplexed library pools were sequenced using paired-end 40 bp runs on the Illumina NextSeq500 platform. The high correlation of the mapped ATAC-seq signal between biological replicates at each stage (Pearson’s *R* > 0.9) confirms the reproducibility of our experimental approach (Supplementary Fig. 5).

### Pre-processing of next-generation sequencing reads

Read quality was evaluated using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were trimmed to remove low quality bases using Sickle (https://githubcom/najoshi/sickle) using the parameters -l 30 -q 20.

### RNA-seq analysis

Reads were mapped to the sea lamprey germline genome assembly^15^ using STAR (v2.4.2)^57^ (STAR --genomeDir $GENOME --readDatasIn $R1.fastq $R2.fastq --runThreadN 4 --outDataNamePrefix $PREFIX --readDatasCommand zcat --outSAMstrandField intronMotif --alignEndsType EndToEnd --outReadsUnmapped Fastx --outSAMtype BAM SortedByCoordinate). Separate transcriptomes for DNT sample datasets or head and embryo sample data sets were assembled de novo with Cufflinks followed by Cuffmerge using default parameters^58^ to make a consensus transcriptome from all the data sets. Read counts for DNT data sets were obtained with Subread featureCounts (v1.4.6-p4)^59^ using the Cuffmerge consensus transcriptome in SAF format as a reference (featureCounts -p -B -M -F SAF -s 2 -T4 -a $SAF -o $OUT $IN.bam). Differential expression and PCA were performed on the DNT readcount data sets using DESeq2 (v.1.8.2)^60^. Weighted correlation network analysis (WGCNA)^22^ was performed on the variance stabilised normalised gene count tables generated by DESeq2 (filtered to only contain genes with a normalised count > 8) according to the pipeline detailed in the online WGCNA tutorial (https://labs.genetics.ucla.edu/horvath/CoexpressionNetwork/Rpackages/WGCNA/). A soft-thresholding power of 20 and minimum module size of 100 was used for WGCNA. Both of these analyses were run on the R platform (v3.2.1; http://www.R-project.org/). The average normalised gene counts that were associated with ATAC-seq peakset clusters for stage T21 samples (see ATAC-seq analysis) were plotted in R using ggPlot geom-violin. Output transcript lists from the differential expression analysis and WGCNA were annotated using the gene models associated with the sea lamprey germline genome assembly. *Hox* and *Sox* genes shown in figures were manually annotated with lamprey-specific gene names. Heatmaps of the average variance stabilised normalised gene counts were generated in R using pheatmap. Gene Ontology (GO) analysis was performed on annotated differentially expressed gene sets using the genes with baseMean value > 20, log2 FoldChange > 1 for upregulated and < −1 for downregulated genes and *p*-adjusted value < 0.01. The PANTHER Overrepresentation Test (v11)^61^ was used with complete GO term databases for *Mus musculus* (**p < 0.01 Binominal test with Bonferroni correction). Output GO terms were filtered to only contain terms that were enriched by at least threefold.

To identify putative lncRNAs in our transcriptome, first transcripts that overlapped with coding genes in the germline genome annotation on the same strand were eliminated using bedtools(v.2.15.0)^62^ intersect. The remaining transcripts were used in a blastx search using default parameters against the UniProt/Swiss-Prot database. Any transcripts that shared > 30% sequence identity with known proteins with an e-value >  1E^−2^ were eliminated. Any unspliced transcripts were removed and, using bedtools intersect, the list of putative lncRNAs were limited to transcripts that were within 5 kb of a coding gene and originated from the opposite strand to this closest gene. Subread featureCounts was used to determine the length of the remaining transcripts (featureCounts -p -B -F SAF -s 2 -T4 -a $SAF -o $OUT $IN.bam), and those < 200 bp in length were eliminated.

### ATAC-seq analysis

Reads were mapped to the sea lamprey germline genome assembly^15^ using Bowtie2^63^ (bowtie2 --phred33 -p4 -X 2000 --very-sensitive -x $GENOME −1 $R1.fastq −2 $R2.fastq -S $OUT.sam). Duplicates were removed with Picard (v1.83; https://broadinstitute.github.io/picard/) MarkDuplicates and the distribution of fragment sizes assessed with Picard (v1.83) CollectInsertSizeMetrics. Replicate bam files for each developmental stage were merged with SAMtools^64^ and filtered with BamTools^65^ to remove unpaired reads and reads mapped to the mitochondrial chromosome. Filtered bam files were down-sampled to match the file with the lowest number of reads using Picard (v1.83) DownsampleSam. Downsampled bam files were sorted by name using SAMtools and paired-end bed files were obtained using bedtools(v.2.15.0)^62^ bamtobed bedpe. Reads were extended to a read length of 100 bp. Peak-calling was performed using MACS2^66^ (macs2 callpeak -t $IN.bed –f BED –name $IN.macs2 --outdir $OUT --shiftsize=100 --nomodel --slocal 1000). Output peak files (.xls) for each developmental stage were converted to bed format and merged with bedtools merge to create one consensus peakset. The consensus peakset was annotated with HOMER (v4.7; http://homer.salk.edu/homer/ngs/) annotatePeaks.pl using the Cuffmerge gene models (with genes less than 1500 bp in length removed) as a reference. Annotated peaks were separated into intergenic, intronic and promoter peaksets according to their HOMER annotation. Promoter peaks were filtered with bedtools flank to only include elements that overlapped a region of up to 2 kb upstream of the sea lamprey germline genome gene models (bedtools flank -i promoters.bed -g germline_genome.chrom.sizes -l 2000 -r 0 –s). Intergenic peaks that overlapped with promoters annotated in the sea lamprey germline genome gene models (i.e. gene models that were not present in the de novo cuffmerge assembly) were identified with bedtools intersect and moved to the promoter peakset. The intergenic and intronic peaksets were further filtered to only contain peaks that were <50,000 bp away from genes that were enriched at stage T21 in comparison with T18 (see RNA-seq analysis). *k*-means clustering of ATAC-seq signal over the final peaksets was carried out using SeqMINER^67^(1,500 bp on each side; no auto-turning; wiggle step: 15; *k*-means enrichment linear). Read counts for the ATAC-seq signal were obtained with Subread featureCounts (v1.4.6-p4) using the peakset clusters in SAF format as a reference (featureCounts -p -F SAF -T4 -a peaksetCluster.saf). Correlation analysis on ATAC-seq readcount data was performed in R using plot and cor (method=“pearson”). GO analysis was performed on the differentially expressed genes associated with intergenic and intronic “EMT” clusters using the PANTHER Overrepresentation Test (v11)^61^ with complete GO term databases for *Mus musculus*. Output GO terms were filtered to only contain terms that were enriched by at least 1.8-fold. Remaining GO terms were summarised with REVIGO^68^ and subsequently filtered to only contain terms with −log10 *p* value < −1.5.

Motif analysis was performed on the intergenic and intronic peakset clusters with HOMER (v4.7) findMotif.pl using a random set of 2329 (average number of peaks across all intergenic and intronic clusters) non-coding genomic regions as control. Heatmaps were generated in R using ggPlot geom-tile. To assess predicted co-binding frequencies for 18 selected TF motifs (selected based on their expression levels) enriched in intergenic cluster 5 (*SoxE1* enhancer cluster, Supplementary Data 4), all possible pairs of motif combinations were computed in R (v. 3.2.1), using intergenic cluster 6 as a control. HOMER (v.4.7) annotatePeaks.pl script was used to screen such motifs in windows of ±250 bp from the peak centre. Motif instances were then converted into a matrix of presence (1) or absence (0) of motif occurrences in individual genomic regions. This matrix was then used as input into a custom script to calculate motif co-occurrences. Motif co-occurrences enriched at α = 5% (two-tailed Chi-squared test) with Bonferroni correction for multiple hypothesis (m) testing were retained for *P* values < α/m. Co-binding predictions were plotted using the Circlize package in R (v.3.2.3). HOMER (v.4.7) annotatePeaks.pl with options –m and –mscore, was used to locate enriched motifs that were identified using findMotif.pl in the full-length *SoxE1* enhancer.

*L. planeri* ATAC-seq data mapped to *SoxE1* enhancer genomic region of the sea lamprey germline genome was extracted using samtools view. The consensus sequence for all stages was generated in IGV (v.2.3.60).

### In vivo enhancer-reporter assays in lamprey

A region of ~ 1.5 kb encompassing the ATAC-seq positive accessible chromatin region to be tested was amplified by PCR from sea lamprey genomic DNA using primers designed with SnapGene (Clontech), cloned into the HLC GFP reporter vector^69^ by In-Fusion HD cloning (Clontech) and sequenced. ISec-I meganuclease-mediated transgenesis^38,69^ was performed in sea lamprey embryos. At 2–6 hours post fertilisation, single-celled embryos were injected with the ISec-I vector digestion mix at 20 ng/μl and maintained at 18 °C in 0.1 × MMR for the remainder of their development. At 1 dpf embryos were transferred to 96-well plates until 6 dpf when they were returned to petri dishes, and screened daily for reporter expression. Live embryos were imaged on a depression slide using a Zeiss Scope.A1 microscope fitted with a Zeiss AxioCam MRm camera and Zeiss ZEN 2012 software (blue edition).

### Chromogenic whole-mount in situ hybridisation

Lamprey embryos were placed in glass vials and fixed overnight at 4 °C in MEMFA. They were then rinsed in PBST, dehydrated in a graded series of ethanol washes and stored in 100% ethanol at − 20 °C. Embryos to be analysed were transferred to fresh 100% ethanol in 1-dram glass vials. Embryos were rehydrated and rinsed three times for 5 mins each in PBST. Embryos were treated with 20 µg/ml solution of proteinase K in PBST at room temperature, for precisely three minutes, then immediately rinsed twice in PBST. Samples were then washed five minutes in 0.1 m Triethanolamine (TEA) a total of three times. Embryos were treated with 0.25% Acetic Anhydride in TEA for 12 mins, and then in 0.50% Acetic Anhydride for another 12 mins. Embryos were washed 2 × 5 mins in PBST, then refixed in 4% Formaldehyde (diluted from 37% Formaldehyde in PBST) and rinsed 3 ×5 mins or more in PBST. Embryos were then rinsed 3 × 5–10 mins in Hybridisation Buffer (hyb), then incubated for 3 h at 68 °C in 500 µl of fresh hyb. This solution was replaced with fresh, hot hybridisation buffer preincubated with each appropriate antisense digoxigenin-labelled riboprobe diluted to ~ 1 ng/mL of hyb and vials were incubated at 68 °C overnight with slow, minimal shaking. After 12–16 h, hybridisation solution was removed and replaced with fresh hyb. Samples were washed 3 × 30 min in pre-heated hyb solution. Most hyb was removed, except for ~ 500 µL, and an equivalent volume of pre-heated 2 × SSC was added, lightly mixed, and vials were incubated at 68 °C for 15 mins. Samples were then washed 3 × 30 mins in 2 × SSC, followed by 3 × 30 mins in 0.2 × SSC. Glass vials were allowed to slowly equilibrate to room temperature, then embryos were rinsed several times in RT MABT, then rinsed into MABT block (1 × MAB plus 2% Roche blocking solution and 0.1% Tween). Embryos were incubated in 500 µL of fresh MABT block for 1 h at RT, and then blocking solution was replaced with antibody solution and left to incubate overnight at 4 °C with slow shaking. Vials were washed twice with MABT block, 30 min each, then washed 5 × 30 mins in MABT, and 2 × 60 mins or more in MABT. Embryos were removed from borosilicate vials and placed into 12-well culture plates, rinsed 3 × 10 min in alkaline phosphatase buffer. Buffer was replaced with BM Purple and samples were kept dark. When colour reaction was complete, embryos were rinsed in MABT, then post-fixed in 4% paraformaldehyde overnight at 4 °C. For imaging, embryos were dehydrated in a graded series of ethanols, rinsed in 100% methanol 4–5 times, and cleared for 3 × 3–5 mins in Murray’s Clear (1:2 mix of benzyl alcohol and benzyl benzoate). Murray’s Clear was removed and replaced with Permount, and embryos were individually mounted on slides, with coverslips having clay feet to act as spacers. Embryos were visualised on a Zeiss Axioimager.

### Lamprey cryosectioning and immunostaining

Embryos were fixed at 4 °C overnight in 4% paraformaldehyde in PBS. Fixed embryos were incubated in PBS with 5% sucrose for 4 h at room temperature, followed by incubation overnight at 4 °C in 15% sucrose in PBS. Embryos were transferred into pre-warmed 7.5% gelatine in 15% sucrose in PBS and incubated overnight at 37 °C, before being transferred to pre-warmed 20% gelatine in PBS. Embryos were embedded in rubber moulds and frozen by immersion in liquid nitrogen. Blocks were cryosectioned at 6–10 µm. Gelatine was removed from the slides by a 5-minute incubation in PBS pre-warmed to 37 °C. For Immunostaining, slides were incubated overnight at room temperature in Alexa 488 conjugated anti-GFP antibody (Rabbit, 1:250; Life Technologies; A21311) in blocking solution (10% donkey serum in PBS with 0.1% Triton X-100). Sections were imaged on a Zeiss LSM 780 inverted confocal microscope with Zeiss ZEN 2011 (black edition).

### *L. planeri SoxE1* enhancer PCR

*L. planeri* genomic DNA was extracted from the heads of three individual ammocoete larvae. Tissue was treated with Proteinase K overnight at 50 °C, followed by phenol-chloroform extraction and ethanol precipitation. PCR was first performed with the same primers used to clone the *P. marinus SoxE1* enhancer (5′-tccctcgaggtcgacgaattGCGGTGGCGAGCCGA-3′; 5′-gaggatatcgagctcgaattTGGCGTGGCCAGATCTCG-3′). This product was further amplified in a secondary PCR using primers specific to the *L. planeri* genomic sequence obtained from ATAC-seq data (5′-GAGTTCGACTTCAGCTCACG3-′; 5′-CCACTCTCATCTCCCAATGAC-3′). PCR products were sequenced and resulting sequences were merged using Fragment Merger^70^ and aligned using SnapGene (Clontech) to generate a consensus sequence. The consensus sequence was aligned to the *P. marinus SoxE1* enhancer sequence from the germline genome assembly and the *L. planeri* embryonic ATAC-seq consensus sequence using Clustal Omega in SnapGene (Clontech). The presented alignment was prepared with BOXSHADE (https://embnet.vital-it.ch/software/BOX_form.html) using the “ASCII_differences” output format.

### Zebrafish husbandry and creation of transgenic lines

This study was carried out in accordance to procedures authorised by the UK Home Office in accordance with UK law (Animals [Scientific Procedures] Act 1986) and the recommendations in the *Guide for the Care and Use of Laboratory Animals*. The lamprey *SoxE1* enhancer was cloned into the Ac/Ds-E1b-EGFP vector (http://www.addgene.org/102417/) using In-fusion cloning (Clontech) and co-injected with Ac transposase mRNA into one-cell-stage zebrafish embryos. Injected F_0_s were screened for founders. Positive F_1_s were grown to reproductive age and backcrossed to F_0_s to obtain embryos with bright expression.

### Zebrafish whole-mount immunostaining and cryosectioning

Zebrafish embryos were fixed in 4% paraformaldehyde for 1 h at room temperature and washed in PBT (1 × PBS containing 0.5% Triton X-100 and 2% DMSO). When necessary embryos were bleached prior to being blocked in either 10% Donkey serum or 3% BSA in PBT for 2 h and washed in antibody solution [Rabbit anti-GFP, 1:200 in block, Torrey Pines, TP401; mouse (IgG2b) anti-Elavl3/4 (HuC/D), 1:500 in block, Invitrogen, A-21271] overnight at 4 °C. Embryos were washed several times in PBT before adding the secondary antibody (1:200; Alexa 488 donkey anti-rabbit; ThermoFisher Scientific; A21206; Alexa 568 donkey anti-mouse; ThermoFisher Scientific; A10037) in combination with Hoescht (1:1000) for 2 h at room temperature. After several PBT washes, embryos were imaged in whole-mount on a Zeiss LSM 780 upright multiphoton confocal microscope with Zeiss ZEN 2011 (black edition). To obtain sections of whole-mount immunostained samples, embryos were cryoprotected in 30% sucrose in PBS and embedded in OCT by immersion in liquid nitrogen. Sections were imaged on a Zeiss LSM 880 inverted confocal microscope with Zeiss ZEN 2.3 (black edition).

### Fluorescent in situ hybridisation chain reaction

For in situ hybridisation chain reaction (HCR)^71^, a kit containing a DNA probe set, a DNA HCR amplifier, and hybridisation, wash and amplification buffers were purchased from Molecular Instruments for each target mRNA. The *GFP* and *SoxE1* probes initiate B3 (Alexa-546) and B4 (Alexa-647) amplifiers, respectively. Embryos were fixed overnight at 4 °C in MEMFA. They were then rinsed in PBST, dehydrated in a graded series of ethanol washes and stored in 100% ethanol at − 20 °C. Following rehydration, embryos were treated with 10 mg/ml Proteinase K for 2.5 min and post-fixed in 4% paraformaldehyde for 20 min. Embryos were incubated with the probes in hybridisation solution overnight at 37 °C and, following appropriate washes, incubated in the hairpin solution in amplification buffer overnight at room temperature protected from light. Embryos were imaged in whole-mount using a Zeiss LSM 780 upright multiphoton confocal microscope with Zeiss ZEN 2011 (black edition).

### Splinkerette PCR

For splinkerette analysis^72^ five positive F2 zebrafish embryos from a single F1 parent outcrossed to wild type were collected and genomic DNA extracted. Approximately 500 ng of genomic DNA was digested overnight with AluI in a 30 μl reaction. Digested genomic DNA was purified using phenol-chloroform followed by ethanol precipitation before ligation with annealed splinkerette adaptors (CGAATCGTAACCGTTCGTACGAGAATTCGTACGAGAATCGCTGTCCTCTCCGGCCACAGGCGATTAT and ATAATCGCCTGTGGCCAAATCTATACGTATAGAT) using T4 DNA ligase at 16 °C overnight in a thermal cycler. The adaptor-ligated genomic DNA was purified using Zymo Research Clean & Concentrate (Cat. # D4003) and 20 ng of purified product used in a primary PCR reaction. PCR was performed using the following primers: CGAATCGTAACCGTTCGTACGAGAA (binding to adaptor) and GTTTCCGTCCCGCAAGTTAA (binding to Ds-3′ integration arm), with 63 °C annealing temperature and 3 min extension time. 1 μl of primary PCR reaction was then used in 50 μl nested PCR reaction using the following primers: TCGTACGAGAATCGCTGTCCTCTC (binding to adaptor) and CGGTAGAGGTATTTTACCGAC (binding to Ds-3′ integration arm), with 60 °C annealing temperature and 5 mins extension time. The nested PCR was run on agarose gel to visualise number of integrations.

### Chicken embryo in ovo electroporation

The lamprey *SoxE1* enhancer was cloned into the pTK vector^73^ with EGFP replaced by citrine, using In-fusion cloning (Clontech). Fertilised wild-type chicken eggs were obtained from Henry Stewart & Co (Norfolk). HH8 chicken embryos were electroporated *in ovo*. The *SoxE1*-pTK-citrine and NC2-pTK-mCherry^46^ constructs were injected into the neural tube at 3.0 μg/μl each and electroporated bilaterally with 3 + 3 50 ms pulses at 12.5 V with 100 ms rest between pulses. The embryos were incubated at 37 °C until HH18 and imaged in whole-mount using a Zeiss LSM 780 upright multiphoton confocal microscope with Zeiss ZEN 2011 (black edition).

### CRISPR/Cas9 assessment of *SoxE1* upstream factors

Oligo templates for guide RNAs (sgRNAs) targeting splice acceptor/exon boundaries of functional domains for *hoxb2a*, *hoxb3a*, *hoxa2b*, *sox10* and *tfap2a* were annealed and RNA in vitro transcribed using HiScribe T7 Quick High Yield RNA Synthesis Kit (New England Biolabs, E2050), followed by purification using MEGAclear Transcription Clean-Up Kit (ThermoFisher, AM1908). To maximise mutagenesis, a pool of up to two sgRNAs per target gene (Supplementary Table 1) were microinjected with Cas9 mRNA^74^ into one-cell stage embryos obtained by crossing *Tg(SoxE1_dwnstrm1-E1b:EGFP)*^*ox* 164^ and *Tg(tcf21:DsRed2)*^*pd37*^ ^75^. For each condition (Cas9 mRNA only, Cas9 mRNA with sgRNAs), ~ 25–30k DsRed2-positive cells that included branchial arches were obtained from 3 days post fertilisation (dpf) embryos by FACS on BD FACSAria Fusion. Total RNA was extracted and DNaseI-treated according to manufacturer’s protocol using RNAqueous-Micro Total RNA Isolation Kit (ThermoFisher, AM1931). Reverse transcription was performed on three biological replicates using GoScript Reverse Transcriptase Mix + Oligo(dT) (Promega, A2790). To quantify levels of EGFP transcripts, qPCR was performed using Fast SYBR Green Master Mix (ThermoFisher, 4385612) on Applied Biosystems 7500 Fast system using the following primers: EGFP at 300 nm final concentration: F_EGFP (AAGGGCATCGACTTCAAGGA) and R_EGFP (TGATGCCGTTCTTCTGCTTG); bactin at 150 nm final concentration: beta-actin_E3 (AATCCCAAAGCCAACAGAGA) and beta-actin_E4 (ACATACATGGCAGGGGTGTT) with three technical replicates per biological replicate. Results were analysed using the delta–delta Ct method.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Information

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Reporting Summary

Description of Additional Supplementary Files

Peer Review File

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon reasonable request. The data sets generated during and/or analysed during the current study have been deposited in the NCBI GEOarchive database under accession code: GSE112072 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE112072.

# Supplementary material for: A genome-wide assessment of the ancestral neural crest gene regulatory network
**Source:** Nat Commun. 2019 Oct 16;10:4689. doi: 10.1038/s41467-019-12687-4
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No Software was used for data collection                                                                                                                                                                                                                                                                                                                          |
| Data analysis   | The following software packages were used for data analysis and display in this study: FastQC, Sickle, STAR (v2.4.2), Subread featureCounts (v1.4.6-p4), Cufflinks Suite, DESeq2 (v1.8.2), WGCNA, ggPlot, pheatmap, PANTHER Overrepresentation Test (V11), bedtools (v2.15.0), blastx, Bowtie2, Picard (v1.83), BamTools, SAMtools, MACS2, HOMER (v4.7), SeqMINER |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The datasets generated during and/or analysed during the current study are available in the NCBI GEOarchive repository (accession number GSE112072).

### Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Most analyses were done on a sample n=3-4, in one exceptional case we used a minimum sample size of n=2. This was due to sample availability.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Data exclusions | <p>Variance stabilised normalised gene count tables generated by DESeq2 were filtered to only contain genes with a normalised count &gt; 8 for subsequent WGCNA analysis to limit the number of genes analysed to &lt; 46300 entries (the highest number WGCNA could analyse at once).</p> <p>Gene Ontology (GO) analysis was performed on annotated differentially expressed gene sets using the genes with baseMean value &gt;20, log2FoldChange &gt;1 for upregulated, and &lt;-1 for downregulated genes and p-adjusted value &lt;0.01 to limit analyses to significantly differentially expressed genes.</p> <p>To generate ATAC-seq clusters by k-means clustering, intergenic and intronic peak-sets were further filtered to only contain peaks that were &lt;50 000 bp away from genes that were enriched at stage T21 in comparison to T18. Promoter peaks were filtered to only include elements that overlapped a region of up to 2 kb upstream of the sea lamprey germline genome gene models.</p> |
| Replication     | Observations were only reported if they were observed in at least two samples.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Randomization   | Samples were not allocated to experimental groups.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Blinding        | Blinding was not relevant to this study as samples were not allocated to experimental groups.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Alexa 488 conjugated anti-GFP antibody (Rabbit, Life Technologies; A21311); anti-GFP, (Rabbit, Torrey Pines, TP401); anti-Elavl3/4 (HuC/D) (mouse (IgG2b), Invitrogen, A-21271)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Validation      | The GFP antibodies have been used in publications assessing GFP expression in transgenic zebrafish ( <a href="https://www.thermofisher.com/antibody/product/GFP-Antibody-Polyclonal/A-21311">https://www.thermofisher.com/antibody/product/GFP-Antibody-Polyclonal/A-21311</a> and <a href="https://www.acris-antibodies.com/antibodies/primary-antibodies/gfp-tp401.htm">https://www.acris-antibodies.com/antibodies/primary-antibodies/gfp-tp401.htm</a> ). The Invitrogen anti-Elavl3/4 antibody has been validated in zebrafish ( <a href="https://www.thermofisher.com/antibody/product/HuC-HuD-Antibody-clone-16A11-Monoclonal/A-21271">https://www.thermofisher.com/antibody/product/HuC-HuD-Antibody-clone-16A11-Monoclonal/A-21271</a> ) |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|--------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | <p>The following zebrafish (<i>Danio rerio</i>) lines (male and females) were used in this study: Tg(SoxE1_dwnstrm1-E1b:EGFP)ox 164 (generated for the purpose of this study) and Tg(tcf21:DsRed2)pd37.</p> <p>Fertilised wild-type chicken eggs were obtained from Henry Stewart &amp; Co (Norfolk).</p>                                                                                                                                                                                                                                                                                                                                                               |
| Wild animals       | Male and female adult sea lamprey ( <i>Petromyzon marinus</i> ) were supplied by the US Fish and Wildlife Service and Department of the Interior and housed in compliance with California Institute of Technology Institutional Animal Care and Use Committee protocol #1436. Adult sea lamprey die within weeks of releasing their gametes, thus all adult lamprey used in this study died while in captivity. Brook lamprey ( <i>Lampetra planeri</i> ) embryos and ammocoete larvae were collected from a shallow river in the New Forest National Park, United Kingdom, with permission from the Forestry Commission and maintained in filtered river water at 19C. |

Field-collected samples

Lamprey were collected from the field as described above.

Ethics oversight

Work on sea lamprey was approved by the California Institute of Technology Institutional Animal Care and Use Committee protocol #1436.

All brook lamprey embryo experiments were performed on embryos that had not yet reached free-feeding stages and thus were not regulated by the Animals (Scientific Procedures) Act 1986.

Zebrafish work was carried out in accordance to procedures authorized by the UK Home Office in accordance with UK law (Animals [Scientific Procedures] Act 1986) and the recommendations in the Guide for the Care and Use of Laboratory Animals.

All chick embryo experiments were performed on chicken embryos younger than 12 days of development and this were not regulated by the Animals (Scientific Procedures) Act 1986.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: A genome-wide assessment of the ancestral neural crest gene regulatory network
**Source:** Nat Commun. 2019 Oct 16;10:4689. doi: 10.1038/s41467-019-12687-4
**Supplement:** Supplementary file 7 — Description of Additional Supplementary Files

**Title:** Supplementary data 1:

**Description:** Results of DESeq2 analyses comparing T18, T20 and T21 DNT RNA-seq datasets. XLOC numbers indicate de novo assembled transcripts. Gene annotations, when present, correspond to those given in the sea lamprey germline genome assembly. The presence of multiple gene annotations per transcript indicates that the assembled transcript overlaps with multiple individually annotated genes on the corresponding strand.

**Title:** Supplementary data 2:

**Description:** WGCNA clusters showing gene significance (GS; i.e. the correlation between the gene and the indicated trait [T18 or T21]), module membership (MM; i.e. the correlation of the module eigengene and the gene expression profile) and corresponding p-values (p.MM) for each gene in the cluster. XLOC numbers indicate de novo assembled transcripts. Annotations (GeneID), when present, correspond to those given in the sea lamprey germline genome assembly. The presence of multiple gene annotations per transcript indicates that the assembled transcript overlaps with multiple individually annotated genes on the corresponding strand. Cluster1 is shown in Fig. 1di, Cluster2 in Fig. 1dii and Cluster3 in Fig. 1diii. The remaining clusters are shown in Supplementary Fig. 3.

**Title:** Supplementary data 3:

**Description:** Genes associated with the GO term “NC differentiation” in the given stage comparisons.

**Title:** Supplementary data 4:

**Description:** Results of DESeq2 analyses for selected TFs used in silico two-way combinatorial TF analysis. These TFs displayed enriched motifs as well as enriched gene expression at T21 and were used to test for evidence of combinatorial TF activity at putative cis-regulatory elements.

How the deposited data were processed for this re-analysis (not part of the article)

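The RNA-seq data cover dissected lamprey DNTs in 8 libraries, 3 at T18, 2 at T20 and 3 at T21. The authors trimmed reads with Sickle, mapped them with STAR to the sea lamprey germline genome, assembled transcripts with Cufflinks and Cuffmerge and counted fragments with featureCounts. The values of the deposited count table are raw counts per locus, and counts per library came to 19750785, 29993488, 91015285, 15677501, 13690592, 12172421, 15606486 and 61222575 for T18 replicates 1 to 3, T20 replicates 1 and 2 and T21 replicates 1 to 3. The values of the deposited normalised table are a signal on a linear scale, the counts divided by the authors' DESeq2 size factor of each library. This was checked for each library, in which the ratio of count to normalised count is constant. The header of the count table names 14 fields and its data hold 13, so counts were read by position and checked against the normalised table. Counting was stranded and reads with several mappings were counted, so similar gene copies can share counts.

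The ATAC-seq data cover 9 sea lamprey and 10 brook lamprey libraries from T20 and T21 DNTs and T23 heads. The authors mapped both species to the sea lamprey genome with Bowtie2, removed duplicates with Picard, merged replicates and called peaks with MACS2. The deposited peak sets hold positions only, pooled over stages and replicates.

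Differential expression was computed with edgeR 4.0.16 in R 4.3.3 (TMM normalisation, filterByExpr, robust quasi-likelihood fit with stage as the only term, Benjamini-Hochberg adjusted p under 0.05). Alternatives used DESeq2 1.42.0. Peaks and transcripts were processed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. The edgeR procedure was tested on simulated data with 200 changed loci, of which it recovered 70.5%, and 95.1% of those that were well counted. Of its 150 calls, 9 were false, against 37 of 185 for DESeq2. This was a single simulated table of 25320 loci, drawn with the spread that edgeR estimated. In the real comparison of T21 with T18, 33.6% of tested loci differed. The share of false calls depends on how many loci change, so neither share carries over to the real data or to the paper's calls.

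Genes that the paper names in its results on RNA-seq were tied to loci through Supplementary Data 1, 2 and 4. Where several loci carry a name, those in the list or with the direction that the paper's sentence cites were kept, and among them the one with the highest mean count over all 8 libraries was used. The 3 largest increases and the 3 largest decreases from T18 to T21 were added, among loci with a gene name, an adjusted p under 0.05 by the edgeR test and no overlap between the libraries of the stages. Comparisons, tests and alternatives were set before the data were examined, unless stated otherwise. Alternatives changed the test, the normalisation, the filter on low counts, the libraries in the fit, the threshold, a block for replicate number, the windows and distances of the peak annotation, the overlap required between species and the pseudocount, and left out each RNA-seq library in turn.

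WGCNA, gene ontology, motif analysis, *k*-means clustering of ATAC-seq signal, reporter assays and in situ images were not analysed here. The search of transcripts against protein sequences was not used here. Libraries of T20 heads and whole embryos, which contributed to the transcriptome, have no counts in the deposited tables and were not analysed here. The result for 1 gene that the paper names is not reported here.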

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

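The test on short scaffolds was chosen only after the result was seen, as were the 3 alternatives for the loci that differed at T20.

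The share of sea lamprey peaks that overlap a brook lamprey peak across the genome, 39.1%, drew attention because the paper compares the species at single elements and gives no share for the genome, and it exceeded all 100 shuffles. If clustering of both species' peaks in the same broad regions were the cause, short moves should keep the share, but of 191814 sea lamprey peaks moved by 5000 to 20000 bp at most 23% overlapped, against 39.1% of them in place. Short scaffolds alone are also argued against, since 38.4% of peaks on scaffolds with at least 100 loci overlapped, against 20.9% after shuffling. Both sets were mapped to the same genome, and shared mappability or artefacts of that assembly at the same positions were not tested and stay open. Conservation of accessible regions between the species may contribute and remains a hypothesis. Of the brook lamprey peaks, 29.9% overlapped a sea lamprey peak.

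A total of 299 loci, 141 higher and 158 lower, differed at T20 from both T18 and T21 in one direction, which drew attention because the paper does not discuss such a group. With all libraries thinned to the lowest total, the number was 264, 144 higher and 120 lower, of which 230 were shared, which argues against the lower depth of the T20 libraries as the whole cause. Because the T20 libraries enter both comparisons, 5 simulated tables with T20 midway between T18 and T21 were tested, and the highest number was 15. These tables gave each locus the same spread at all stages. In the data the T20 pair differed more, with a chi-square per degree of freedom of 24.0 against at most 13.1 for other pairs. The simulation therefore cannot exclude a larger spread at T20 as a cause. DESeq2 gave 379 loci (176 higher and 203 lower, 273 shared), upper quartile normalisation 333 (149 higher and 184 lower, 262 shared) and the libraries of each pair of stages alone 188 (113 higher and 75 lower, 168 shared), all chosen after seeing the data. The majority of these loci was lower at T20 in some settings and higher in others, so neither direction prevails. A difference between the T20 libraries and the others in dissection or batch was not tested and stays open, as T20 has 2 libraries. A transient change of expression at T20 may contribute and remains a hypothesis.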

How the results depend on the processing

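No test of an explanation in this part was chosen after the result was seen, but 4 alternatives were, namely the mean over 8 libraries, leaving out loci that lack a strand, the assignment of peaks to the nearest transcript start and DESeq2's normal prior on fold changes. The cause was not tested for the changes below, unless the construction of the alternative shows it.

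A stricter threshold gives fewer loci by construction. With an absolute log2 fold change over 1, 4565 loci differed between T21 and T18, 2458 between T20 and T18 and 1251 between T21 and T20, and at an adjusted p under 0.01 the latter pair of comparisons gave 2452 and 953. With the libraries of the 2 stages alone, 2821 loci differed between T20 and T18. The fits that each left out 1 library gave 6684 to 10471 loci for T21 against T18, 2969 to 4071 for T20 against T18 and 1255 to 2459 for T21 against T20. In the last comparison, the number was 1255 without T21 replicate 1, 1331 without T21 replicate 2 and 1344 without T21 replicate 3.

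With replicate number as a block, 8157, 3541 and 1709 loci differed in these comparisons. Libraries with the same number did not resemble each other across stages, with correlations from -0.04 to 0.08, so nothing in the data shows that these numbers pair the samples. This is the fit with the replicate block. Of the 10 splits of the 6 T18 and T21 libraries into groups of 3, 1 gave as many loci at an adjusted p under 0.05, the real one. The other 9 gave 0, and between 104 and 415 loci at an unadjusted p under 0.05, against 10449 for the real split. This design cannot give a share under 0.1.

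The share of PC1 was 51.7% with all loci, and 85.5% to 92.6% with each library left out. The mean correlation within a stage was 0.882 as Spearman's rho, 0.889 with pseudocount 0.1 and 0.985 for loci with at least 10 counts in every library. For cluster 1, the difference of T20 minus T18 was -1.08, and -1.78 on log2(normalised count + 1) and -1.49 as the median over loci. For cluster 3, that of T21 minus T20 was 1.17, 2.18 and 1.44. T21 counts with each T21 library left out ranged from 93.2 to 144 for *Sdk1*, 257 to 305 for *Vitrin* and 576 to 629 for *Bnc2*. The mean over all 8 libraries, chosen after seeing the data, gave 50.8, 119 and 378, since it includes earlier stages.

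The intergenic and intronic share of sea lamprey peaks was 84.0%, and 81.2% with promoters of 2000 bp, 74.1% with all loci, 80.1% by any overlap and 83.7% for the wider peaks. For the brook lamprey it was 81.3%, and 78.8%, 73.7%, 76.1% and 81.5%. Without loci that lack a strand, chosen after seeing the data, the shares were 85.3% and 82.7%. Within 10000 bp, 3704 intergenic and 10208 intronic peaks lay near enriched loci, fewer by construction, and 11824 intronic peaks near loci with a log2 fold change over 1. The antisense share was 77.0% for exons, 95.9% with peaks of either species and 92.7% with 1000 bp upstream.

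The log2 median of loci nearest a promoter peak minus that of loci nearest an intergenic peak was 3.72, and 3.87 with pseudocount 0.1, 2.401 for loci kept by the filter and 2.39 with peaks assigned to the nearest transcript start, chosen after seeing the data. Against intronic peaks it was 2.00, 1.29 with the filter and 1.14 with that assignment. The difference in interquartile range reversed. Against intergenic peaks it was 0.91, and -1.40 with pseudocount 0.1, 0.16 with the filter and -0.93 with that assignment, and against intronic peaks 0.03, -0.22, -0.30 and -0.63. A limit of 50000 bp on the distance of the peaks removed no locus and tests nothing.

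For the 98 changes of single genes, 676 of 686 fits under settings other than leaving out a library kept direction and side of the threshold, 7 no longer passed it and 3 passed it in addition. These include 98 fits with the prior, chosen after seeing the data, of which 96 kept both, 1 no longer passed and 1 passed in addition. With a library left out, 717 of 778 fits did, 17 no longer passed, 1 passed in addition and 43 values without a test moved by at least the standard error of the fit to all libraries. None reversed in these fits. Of 112 values for the numbers of higher and lower loci, 23 moved, as did 49 of 50 single annotation shares, and both groups include alternatives chosen after seeing the data. The 7.48-fold range in depth limits genes with few counts, for which only bounds are given.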

Differences from the paper's values

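No test in this part was chosen after the result was seen, but the setting with a prior, the mean over 8 libraries and the assignment of peaks to the nearest transcript start were.

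Over the 3 T21 libraries, normalised counts were 122 against the paper's 50.8 for *Sdk1*, 285 against the paper's 119.4 for *Vitrin* and 594 against the paper's 378.4 for *Bnc2*. Of the alternatives set before the data were examined, leaving out T21 replicate 2 brought *Sdk1* (93.2) within the SD of the 3 libraries from the paper's value, though still above it, and the others did not. None did for *Vitrin* and *Bnc2*. The mean over all 8 libraries, chosen after seeing the values, was 50.8, 119 and 378. After rounding, these equal the paper's values, which thus match means over all stages and not means at T21.

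The copies of the supplements at hand are shortened. They hold 1780 loci against the paper's 5400 enriched at T21, 1852 against the paper's 3706 depleted at T21 and 1730 against the paper's 3193 in cluster 2. No alternative applies to these sizes.

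The paper's log2 fold changes for T21 against T18 come from its supplement, with its standard errors. Of 41 genes compared, 13 differed by more than the larger of both standard errors, and 1 with DESeq2's normal prior on fold changes, chosen after seeing the values. The median absolute difference was 0.187, and 0.0163 with the prior. With the prior, 40 of the 41 values lay within the error. The differences listed below, except that of *POU4F2*, therefore set fits without a prior beside values that DESeq2 with the prior gives. They go with the shrinking of fold changes by the prior and not with different counts. Below, the error is the larger of the standard errors of the supplement and of the fit named, so a fit with a larger error can come within it without a value nearer to the paper's. *Wnt3* (XLOC_028782) had 10.13 against the paper's 3.05, and none of the alternatives set before the data were examined came within the error, while the prior, chosen after seeing the values, gave 2.75. *Wnt10* (XLOC_004998) had 7.12 against the paper's 6.55, and of the alternatives set before the data were examined, the difference was within the error with upper quartile normalisation (6.98) and without T18 replicate 1 (6.84) and without T18 replicate 2 (6.95) and without T21 replicate 2 (7.05) and with no other, while the prior, chosen after seeing the values, gave 6.50. *SoxE1* (XLOC_021434) had 5.85 against the paper's 5.09, and of the alternatives set before the data were examined, the difference was within the error without T18 replicate 2 (5.58) and with no other, while the prior, chosen after seeing the values, gave 5.04. *SoxE2* (XLOC_013714) had 10.92 against the paper's 4.17, and none of the alternatives set before the data were examined came within the error, while the prior, chosen after seeing the values, gave 3.92. *Foxd3* (XLOC_039546) had 7.14 against the paper's 5.92, and none of the alternatives set before the data were examined came within the error, while the prior, chosen after seeing the values, gave 5.85. *Gata6* (XLOC_019574) had -4.49 against the paper's -3.94, and of the alternatives set before the data were examined, the difference was within the error without T18 replicate 2 (-4.52) and without T18 replicate 3 (-4.34) and without T21 replicate 1 (-4.56) and without T21 replicate 2 (-4.46) and without T21 replicate 3 (-4.39) and with no other, while the prior, chosen after seeing the values, gave -3.93. *Twist1* (XLOC_018854) had -5.25 against the paper's -4.61, and of the alternatives set before the data were examined, the difference was within the error without T21 replicate 3 (-5.21) and with no other, while the prior, chosen after seeing the values, gave -4.57. *Dsc2* (XLOC_010295) had 4.37 against the paper's 3.76, and of the alternatives set before the data were examined, the difference was within the error with upper quartile normalisation (4.22) and without T18 replicate 2 (4.26) and without T18 replicate 3 (4.30) and with no other, while the prior, chosen after seeing the values, gave 3.72. *Col6a1* (XLOC_006886) had 9.79 against the paper's 9.34, and of the alternatives set before the data were examined, the difference was within the error without T18 replicate 3 (9.22) and with no other, while the prior, chosen after seeing the values, gave 9.33. *RFX6* (XLOC_043642) had 5.62 against the paper's 4.09, and none of the alternatives set before the data were examined came within the error, while the prior, chosen after seeing the values, gave 3.97. Its T18 counts came from replicate 3 alone, and its values with a library left out ranged from 5.24 to 8.47. *PAX5* (XLOC_040186) had 6.19 against the paper's 4.94, and none of the alternatives set before the data were examined came within the error, while the prior, chosen after seeing the values, gave 4.87. *POU4F2* (XLOC_027069) had 7.75 against the paper's 6.60, and none of the alternatives set before the data were examined came within the error, while the prior, chosen after seeing the values, gave 5.36 and was not within the error. Its T18 counts also came from replicate 3 alone, and its values with a library left out ranged from 7.39 to 11.09. *PRDM12* (XLOC_055725) had 7.98 against the paper's 7.05, and of the alternatives set before the data were examined, the difference was within the error without T18 replicate 3 (7.32) and with no other, while the prior, chosen after seeing the values, gave 7.01.

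A further 6 genes have 3 counts or fewer in each library of a stage. *Tbx6* (XLOC_036010) was at least 169-fold lower, a log2 value of -7.40 against the paper's -5.50, and *FOXA2* (XLOC_029647) at least 89.1-fold lower, a log2 value of -6.48 against the paper's -1.91. These bounds were computed from the counts of all libraries alone, so no alternative was run for them. They use no prior on fold changes.

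The change of the *Hox-α* antisense locus, which the paper's text gives as a fold, was 3.01 on the log2 scale, or 8.06-fold. The supplement lists a log2 value of 2.98, so the values are alike when that of the text is read on the log2 scale. The paper states that the peak at its upstream *Hox-α2* element was annotated as a promoter, while the sea lamprey peak near the start of the *Hox-α2* locus, whose identity with that element is not certain, was classed as exonic here. The paper describes expression near promoter peaks as less variable than near other peaks, while the interquartile range was 6.60 for promoter, 6.57 for intronic and 5.68 for intergenic peaks. The paper's intergenic and intronic peaks were limited to those near genes enriched at T21, and those used here were not, so the sets are unlike. With pseudocount 0.1 it was 6.75, 6.96 and 8.15, and with peaks assigned to the nearest transcript start, chosen after seeing the values, 6.11, 6.74 and 7.04, both in the paper's order.

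The paper places *Pax7* among genes that rise at T20, where it had an adjusted p of 0.24 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.045 without T18 replicate 1. It places *Tfap2B* and *ADAM10* among genes that rise from T20 to T21, where the adjusted p by the same edgeR test with Benjamini-Hochberg adjustment was 0.19 and 0.065. Without the filter on low counts, *Tfap2B* had 6.9e-04, and with DESeq2, *ADAM10* had 0.030, and it also passed the threshold with the prior of DESeq2 on fold changes, chosen after seeing the values. Another locus listed as *ADAM10* (XLOC_048232) passed the threshold, with an adjusted p of 0.0074 by the same edgeR test. The supplement places the *Pax7* locus in cluster 8 and no *Tfap2B* locus in cluster 3, so it is uncertain whether these are the loci that the paper refers to.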

Other observations

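The tests of sense reads at the *Hox-α2* antisense locus and of the age of the T20 samples were chosen only after the result was seen.

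Loci without a strand lacked a count more often than loci with a strand. Among those inside minus-strand loci, 44.8% had no count, against 11.2% inside plus-strand loci, which is consistent with reads being counted on the plus strand only at loci without a strand. Shorter length as the whole cause is argued against, since the difference was found in all 5 length classes. No biological explanation was tested.

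The rise of the *Hox-α2* antisense locus exceeded that of the whole sense locus by 2.11 on the log2 scale (standard error 0.25). This argues against a constant share of all sense reads counted on the wrong strand as the whole cause. Both antisense exons lie within the first sense exon, whose reads were not counted apart. Sense reads of that exon counted on the wrong strand therefore stay open. Across overlapping loci on opposite strands, log2 fold changes correlated weakly (r = 0.139 across loci, which are not independent replicates). The correlation was 0.211 (95% interval 0.150 to 0.271) where 1 locus had under 5% of the counts of the other, and 0.0997 (0.0575 to 0.141) in other pairs, with intervals that assume independent pairs. Leakage of sense reads may therefore contribute at weakly expressed antisense loci, and shared regulation stays open, as neighbours on opposite strands that do not overlap gave 0.156.

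Neighbouring loci on the same strand within 2000 bp changed together, with a correlation of 0.73 across loci, and 430 of 499 pairs in which both differed between T21 and T18 did so in the same direction. Among neighbours on opposite strands, the correlation was 0.156, and 52.9% of such pairs changed in the same direction, against 86.2% on one strand. This is consistent with single genes assembled as several loci, and 821 loci (9.65% of those that differed) are in such pairs, so the number of genes may be smaller than the number of loci. Regulation shared by close neighbours whatever their strand would give similar values on both strands, so these values argue against it as the whole cause. Regulation shared only by neighbours on one strand stays open.

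Along the axis from T18 to T21, the difference between the T20 libraries had a correlation of 0.133 across loci, and the other pairs of replicates had absolute values up to 0.14. In the PCA, the T20 libraries lay 11.3 apart on PC1, which separates the stages, against at most 7.30 within T18 and 3.08 within T21, and their difference in counts relative to sampling noise (chi-square per degree of freedom) was 24.0, against at most 13.1 for other pairs. They were further apart on PC3, by 19.1, so the T20 pair differs more than other pairs, along the stages and apart from them. Whether a difference in developmental age contributes cannot be told apart from other differences between these samples, because T20 has a single pair of libraries.

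Loci enriched at T21 had 7.77 sea lamprey peaks on average and depleted loci 6.73. Within classes of span and mean count, the difference was 0.42 (two-sided permutation p = 0.002), which argues against length and expression level as the whole cause. For brook lamprey peaks it was 1.00 (p = 0.001, the smallest that the permutations can give), so properties of the sea lamprey peak set alone are argued against. A link between accessibility and expression may contribute, as a hypothesis, and mappability was not tested.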
